# TGFβ-activated kinase 1 signaling controls acquisition of the inflammatory fibroblast phenotype and regulates cardiac remodeling after myocardial infarction

**DOI:** 10.21203/rs.3.rs-6122755/v1

**Published:** 2025-03-12

**Authors:** Daniel C. Nguyen, Jonah K. Stephan, Robert E. Brainard, Kenneth R. Brittian, Lianay Gutierrez Luque, Collin K. Wells, Madison S. Taylor, Yania Martinez-Ondaro, Kara R. Gouwens, Danielle T. Little, Nolan Boyd, Richa A. Singhal, Jason Hellmann, Marcin Wysoczynski, Bradford G. Hill

## Abstract

Organ health and function depend on communication between cell types to coordinate tissue growth and repair. Recent studies have indicated that fibroblasts are critical to this process; however, their role in regulating inflammatory responses to injury have remained ambiguous. Here, we demonstrate that transforming growth factor β-activated kinase 1 (TAK1) is a gatekeeper of the inflammatory cardiac fibroblast phenotype. We find that TAK1 propagates IL-1β and TNF-α signaling in cardiac fibroblasts and coordinates the synthesis and secretion of chemokines as well as inflammatory and pro-resolving lipid mediators. Deletion of TAK1 in fibroblasts decreased immune cell recruitment after MI, which was associated with improved cardiac structural and functional remodeling in male mice. Nevertheless, we found the effects of TAK1 deletion to be sexually dimorphic in nature, providing support to the idea that the protected phenotype of the female sex may be based in disparate immune and inflammatory responses. Moreover, TAK1 signaling controlled the acquisition of novel markers of the inflammatory fibroblast phenotype, having a biological basis in redox stress, chemokine and lipid mediator biosynthesis, metalloproteinase activity, and damage-associated molecular pattern recognition. Collectively, these results further resolve the nature and function of inflammatory cardiac fibroblasts in cardiac responses to injury and identify TAK1 signaling in fibroblasts as a potential target for therapy.

## INTRODUCTION

Inflammation is a highly coordinated response to tissue infection or injury. Although causally linked to fibrosis and organ dysfunction, inflammation is also required for tissue repair. The duplicitous nature of inflammation and its relationship with fibrosis are clearly illustrated in the context of myocardial infarction (MI), in which a burst of inflammatory and fibrogenic programs are temporally initiated to limit excessive injury, clear damaged cardiac tissue, and facilitate replacement fibrosis^1^; however, low-grade inflammation commonly persists after cardiac repair, leading to adverse myocardial remodeling or negatively affecting other processes related to cardiovascular disease risk (e.g., atherosclerotic plaque progression)^1,2^. Recent studies indicate that inflammatory cues from myeloid cells to cardiac fibroblasts are critical to cardiac remodeling and function, with interleukin 1 (IL-1) signaling blockade mitigating fibrosis and heart failure in preclinical models^3,4^ and having promising effects on cardiovascular endpoints and heart failure in humans^5^. Nevertheless, it remains unclear how inflammatory signals influence fibroblast phenotype and function and contribute to cardiac remodeling under conditions of acute and chronic myocardial stress.

After severe tissue injury, such as MI, fibroblasts undergo a transition to an inflammatory phenotype distinct from myofi fibroblasts^6^. Inflammatory fibroblasts have been suggested to play critical roles in paracrine and autocrine signaling, to coordinate immune cell recruitment and activation, and to reduce adverse cardiac remodeling after MI^7,8^; however, it remains unclear how fibroblasts acquire this distinct inflammatory phenotype and how they influence cardiac remodeling. Among the pathways that could propagate inflammatory and profibrotic signaling, TGF-β activated kinase 1 (TAK1) appears to be a conspicuous candidate. TAK1 is a 579 amino acid MAPKK kinase that is constitutively expressed in most cell types, with the capacity to coordinate downstream mediators involved in inflammatory responses^9,10^. Although initially identified as a TGF-β-responsive enzyme, studies in different cell models have reported that TAK1 coordinates signaling from IL1 receptors, toll-like receptors (TLRs), and tumor necrosis factor (TNF) receptors, stimulating downstream inflammatory pathways including NF-κB, JNK, and p38^11^. Despite TAK1 being uniquely positioned to integrate distinct signals that are critical in cardiac repair, its role in regulating cardiac fibroblast biology and fibroblast-mediated cardiac remodeling and repair remain unexplored. Therefore, in this study, we examined the role of TAK1 in acquisition of the inflammatory fibroblast phenotype and in modulating post-MI immune cell recruitment and cardiac remodeling. We report that TAK1 is a gatekeeper of the inflammatory cardiac fibroblast phenotype that coordinates inflammatory signaling, chemokine and (anti)inflammatory lipid mediator production, immune cell recruitment, and myocardial remodeling after MI. Collectively, these findings identify TAK1 as a novel signaling mechanism that underlies the differentiation of inflammatory cardiac fibroblasts and post-MI remodeling.

## RESULTS

### TAK1 regulates inflammatory signaling, protein synthesis, and protein secretion in cardiac fibroblasts.

Recent studies identified ligands such as IL-1β and TGFβ to be among the strongest signals received by fibroblasts after MI^3,4^. In the context of cardiovascular diseases, IL-1β and its associated signaling responses are of interest, given the potential efficacy of IL-1β blockade (reviewed in^12^). Moreover, other ligands involved in inflammation and cardiac repair, such as TNF-α and TGF-β, respectively, are also elevated after MI and play important roles in myocardial remodeling and fibrosis^1^.Collectively, these ligands are capable of triggering inflammatory (NF-κB), stress kinase (p38, JNK), or Smad pathway activation (Fig. 1a). To determine whether ligands known to be elevated after MI activate downstream inflammatory and stress kinase signaling in cardiac fibroblasts, we first treated fibroblasts isolated from adult, murine hearts with IL-1β, TNF-α, or TGFβ and examined inflammatory and stress kinase signaling. Treatment with IL-1β or TNF-α caused rapid (within 15 min) and robust activation of the NFκB pathway, as exemplified by increased p-NFκB abundance and IκBα degradation. Moreover, IL-1β treatment activated both SAPK/JNK and p38 to a greater extent than the other tested ligands (**Supplementary Fig. 1a**).

Inflammatory and stress kinase signaling may be important in the context of tissue injury, given that IL-1β signaling attenuates TGFβ-induced myofibroblast differentiation and regulates the synthesis and secretion of cytokines and chemokines^8^. Indeed, we found that IL-1β attenuated TGFβ-induced periostin and α-smooth muscle actin (α-SMA) abundance, but did not affect collagen upregulation (**Supplementary Fig. 1b–1e**). To determine how IL-1β influences protein synthesis and secretion, we leveraged the SUnSET assay^13^ to measure the secretion and relative abundance of newly synthesized proteins in the culture medium. Cardiac fibroblasts were serum-starved (control) or treated with basic fibroblast growth factor (bFGF), TGFβ, or IL-1β for up to 48 h, followed by a 30 min pulse of low-dose puromycin—a structural analog of tyrosyl-tRNA that is incorporated into elongating peptide chains. Medium from IL-1β-treated cells showed markedly higher levels of puromycin-labeled proteins than any other tested ligand, indicating that IL-1β signaling augments protein translation velocity and secretion (**Supplementary Fig. 1f, 1g**). Although both IL-1β and TGFβ promoted secretion of collagen into the medium (**Supplementary Fig. 1f, 1h**), only TGFβ increased periostin (**Supplementary Fig. 1f, 1i**), indicating that the puromycin-labeled proteins from IL-1β-stimulated fibroblasts likely consist of proteins other than fundamental components of the extracellular matrix.

We next determined the extent to which proinflammatory and fibrotic signaling is propagated through TAK1, which appears to be a signaling nexus with cell type-specific functions^14^ (Fig. 1a). To determine the role of TAK1 in regulating inflammatory signaling in cardiac fibroblasts, we used a murine TAK1^*fl/fl*^ model, which possesses LoxP sites flanking exon 2 of the TAK1 (*Map3k7*) gene^15^ (Fig. 1b). Exon 2 encodes the ATP-binding site, necessary for TAK1 phosphorylation and activation; hence, Cre-mediated recombination in TAK1^*fl/fl*^ cardiac fibroblasts should lead to a truncated TAK1 product (TAK1Δ) with abolished kinase activity. Indeed, adenoviral expression of Cre recombinase (Ad-CMV-iCre) led to the appearance of TAK1Δ within 3 d of genetic recombination (Fig. 1c); further culture for 4 additional days led to disappearance of the TAK1Δ product, suggesting that TAK1Δ is unstable and ultimately degraded (Fig. 1d). Notably, TAK1 deletion did not affect cell number, suggesting that it likely does not influence cell proliferation or viability in unstimulated cells (**Supplementary Fig. 2a**). Genetic deletion of TAK1 nearly abolished both TNFα- and IL-1β-mediated activation of the NFκB, p38, and SAPK/JNK signaling pathways (Fig. 1e–1h); however, TAK1 deletion did not affect TGFβ-induced activation of SMAD3 or p38 (**Supplementary Fig. 2b, 2c**), suggesting that, in cardiac fibroblasts, TAK1 propagates inflammatory, but not SMAD, signaling. Interestingly, TAK1 deletion also abrogated puromycin labeling of secreted proteins observed with IL-1β treatment, suggesting that it controls inflammatory ligand-initiated translation and secretion of proteins from cardiac fibroblasts (Fig. 1i, 1j).

### Fibroblast-specific TAK1 deletion influences cardiac remodeling after myocardial infarction, but not pressure overload.

To delineate the *in vivo* role of fibroblast TAK1 signaling in the heart, we bred TAK1^*fl/fl*^ mice to mice expressing tamoxifen-inducible Cre under the control of the Col1a2 promoter. We used the Col1a2 Cre approach because, in genetic fate mapping studies, Col1a2-Cre^ERT^ transgenic mice express Cre predominantly in fibroblasts, with Cre expressed in cells harboring fibroblast markers (e.g., *Vim*, *Ddr2*), but not expressed in endothelial cells or cardiomyocytes^16^. We validated TAK1 knockdown in fibroblasts by assessing TAK1 expression in isolated cardiac fibroblasts from Cre^−^ and Cre^+^ mice administered tamoxifen, which demonstrated robust and persistent deletion of TAK1 (**Supplementary Fig. 3a–3c**). Echocardiographic assessments showed that deletion of TAK1 in fibroblasts for up to 16 weeks following tamoxifen administration has no effect on cardiac structure or function in the unstressed condition (**Supplementary Tables 1, 2**).

To delineate whether fibroblast TAK1 signaling is important during chronic cardiac stress, we examined the effect of TAK1 deletion on cardiac structure and function in the pressure overloaded heart. Following tamoxifen administration, Cre^−^ and Cre^+^ TAK1^*fl/fl*^ mice were subjected to transverse aortic constriction (TAC), with serial echocardiography performed prior to surgery (baseline; BSL) and at 4, 8, and 12 weeks post-TAC (**Supplementary Fig. 4a**). Gravimetric data indicated no changes in body mass 12 weeks post-TAC and evaluation of heart weight (HW) normalized to tibia length (TL) indicated similar heart mass between groups (**Supplementary Fig. 4b, Supplementary Tables 3, 4**). Serial assessments of cardiac function illustrated progressive development of heart failure, with both Cre^−^ and Cre^+^ mice demonstrating ventricular dilatation and worsening ejection fraction over the 12-week period, with no significant differences in any parameter between groups (**Supplementary Table 3, 4**). Similarly, cardiac collagen content measured via hydroxyproline assay 12 weeks post-TAC revealed no differences between Cre^−^ and Cre^+^ mice (**Supplementary Fig. 4c**). At the conclusion of the study, we conducted pressure-volume loop studies in a subset of the TAC mice to assess cardiac function in detail; however, indicators of cardiac compliance (EDPVR) and contractility (ESPVR) showed no significant difference between Cre^−^ and Cre^+^ mice (**Supplementary Table 5**). Collectively, these results suggest that fibroblast TAK1 signaling does not influence pathological remodeling caused by pressure overload.

To determine the extent to which TAK1 signaling in fibroblasts influences cardiac remodeling after MI, Cre^−^ and Cre^+^ TAK1^*fl/fl*^ mice were administered tamoxifen prior to permanent coronary ligation (Fig. 2a). In a subset of mice, sufficient recombination was ensured by isolating cardiac fibroblasts and measuring TAK1 abundance (Fig. 2b, 2c). Serial echocardiography was then performed at 1- and 4-weeks post-MI. As expected from this severe MI model^17^, we observed ~50% mortality in male mice; however, there was no significant difference in survival between Cre^−^ and Cre^+^ males (Fig. 2d). In contrast, female Cre^+^ mice showed higher mortality (~50%) than their Cre^−^ counterparts (~20%), expunging the protective attributes of the female sex. Body mass was slightly diminished in male Cre^+^ mice, with no significant changes in heart weight or pulmonary congestion in either sex (**Supplementary Table 6**). Interestingly, ejection fraction and cardiac output were significantly improved in TAK1-deficient males, but were unchanged in TAK1-deficient females (Fig. 2e, 2f). Similarly, assessment of collagen burden measured via picrosirius red staining showed decreased fibrotic mass and transmural scar width in TAK1-deficient male mice, with no change in fibrosis in female mice (Fig. 2g–2j). These findings indicate that fibroblast TAK1 has sexually dimorphic effects in the context of MI, with TAK1 deletion improving cardiac function in male mice after MI, but increasing mortality in female mice.

### Fibroblast TAK1 activity regulates immune cell abundance in the heart following MI.

Based on our observation that TAK1 controls inflammatory and stress signaling pathways that could regulate chemoattractant secretion, we assessed the significance of inflammatory cardiac fibroblasts on immune cell abundance in the heart after MI. Following tamoxifen administration to Cre^−^ and Cre^+^ TAK1^*fl/fl*^ mice, the mice underwent permanent ligation surgery and hearts were harvested at 2, 3, and 5 d post-MI to assess immune cell composition and abundance (Fig. 3a). Flow cytometric strategies that focus on monocyte and macrophage subtypes and that delineate neutrophils using exclusion criteria^18^ were used to enumerate immune cells in the infarcted heart (Fig. 3b). As shown in Fig. 3c, the abundance of CD45^pos^ leukocytes was significantly reduced 3 d post-MI in male Cre^+^ mice. Further stratification of distinct immune cell populations demonstrated a reduction in neutrophils and Ly6C^lo^ monocytes post-MI in Cre^+^ hearts (Fig. 3c). Evaluation of CD45^pos^ leukocyte and monocyte populations in bone marrow and the peripheral circulation showed generally higher levels in Cre^+^ mice despite being lowered within the heart, suggesting that immune cell infiltration into the post-MI heart is blunted (**Supplementary Fig. 5**). These results indicate that TAK1 signaling in cardiac fibroblasts influences the abundance of immune cells in the heart after MI.

### TAK1 regulates chemokine/cytokine and lipid mediator secretion in a diametrically opposite manner:

Because IL-1β converted cardiac fibroblasts to a highly secretory phenotype (Fig. 1i; **Supplementary Fig. 1f, 1g**) and given data demonstrating reduced recruitment of immune cells (Fig. 3c), we performed quantitative chemokine and cytokine arrays to determine which secreted proteins are controlled by TAK1 signaling. TAK1^*fl/fl*^ fibroblasts transduced with control (LacZ) or iCre adenovirus were exposed to either TGFβ or IL-1β for 48 h prior to conditioned medium collection. Although chemokine/cytokine measurements showed that TAK1 deletion had no effect on cytokine or chemokine abundance in the medium of serum-starved cells, TGFβ increased VEGF abundance, which was further elevated with iCre treatment (Fig. 4a). After IL-1β stimulation, we observed robust secretion of growth factors (G-CSF, GM-CSF) and chemokines (KC, LIX, IP-10, MCP-1, MCP-5, Rantes, MIP-3α, Eotaxin) known to play key roles in immune cell recruitment and activation. Deletion of TAK1 inhibited nearly all IL-1β-induced growth factors and chemokines, with only leukemia inhibitor factor (LIF) increasing with TAK1 deletion (Fig. 4a). These findings indicate that TAK1 is a positive regulator of pro-inflammatory protein chemoattractant synthesis and secretion.

In addition to secreted proteins, lipid mediators are crucial in both initiating and quelling inflammation^19^. Although a cascade of enzymes is typically required for lipid mediator synthesis, we first examined how TAK1 influences the abundance of cyclooxygenase 2 (COX2), which is involved in synthesis of both inflammatory and proresolving lipids^20^. Interestingly, IL-1β treatment increased COX2 abundance in TAK1-replete cells; however, IL-1β treatment super-induced COX2 in the context of TAK1 deficiency (Fig. 4b, 4c). Analysis of LC/MS lipidomics data via partial least squares-discriminant analysis showed distinct group separation in TAK1-replete cells treated with IL-1β, with group separation abolished in the context of TAK1 deficiency (Fig. 4d). To determine the variables driving group separation, we performed variable importance in projection (VIP) score analysis, which highlighted proresolving and inflammatory lipid mediators (e.g., resolvins, lipoxins, prostaglandins, leukotrienes) to be principal factors driving differences (Fig. 4e). Interestingly, IL-1β diminished levels of not only lipid mediator products but also their substrates (i.e. arachidonic acid, docosahexaenoic acid, eicosapentaenoic acid), indicating that IL-1β-mediated signaling diminishes lipid mediator synthesis, at least in part, by controlling substrate levels (Fig. 4f). Deletion of TAK1 not only rescued the attenuation of lipid mediators caused by inflammatory stimuli, but also augmented production of lipid mediators, even in the absence of IL-1β stimulation. These results indicate that TAK1 regulates chemokines and lipid mediators in a diametrically opposite fashion, where TAK1 is a negative regulator of lipid mediator secretion but a positive regulator of chemokine/cytokine secretion, insinuating that its activation state regulates distinct processes in cardiac inflammation and resolution.

### TAK1 is a gatekeeper of the inflammatory cardiac fibroblast phenotype.

To further elucidate the nature by which TAK1 regulates the cardiac fibroblast phenotype, we performed bulk RNA sequencing of fibroblasts stimulated with bFGF, TNF-α, TGFβ, or IL-1β for 24 h, with serum-starved cells serving as a general control. 

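Fibroblasts from hearts of TAK1 fl/fl mice were transduced with an adenovirus encoding Cre recombinase (iCre) or the control gene LacZ. After serum starvation, they received no ligand (CTRL), bFGF (20 ng/ml), TGFβ (10 ng/ml), IL-1β (15 ng/ml) or TNFα (10 ng/ml) for 24 h. Each of the 10 groups had 4 replicates, which gave 40 libraries. The authors deposited raw read counts per Ensembl gene, made with STAR and HTSeq on the mm10 genome and without normalization. The methods name a TruSeq Stranded mRNA kit for the libraries, whereas the sample labels name a NEBNext Ultra II kit. Between 25360947 and 66160732 reads per library were counted on genes, with a median of 36183962. Genes with at least 10 counts in total over the 40 libraries were kept, which left 25210 genes. Counts were normalized with TMM, and pairs of groups were compared by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over all genes kept. An adjusted p-value of at most 0.05 was the threshold, and only the 8 libraries of the groups compared entered each test. The difference of a ligand's effect between iCre and LacZ fibroblasts was tested as an interaction over 16 libraries. Libraries with the same replicate number resembled each other across groups, with a mean correlation of 0.57 across 10894 genes between deviations from group means, against −0.16 for libraries with different numbers. Fits with the replicate number as a blocking factor were therefore set beside those without it.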

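*Map3k7* (ENSMUSG00000028284), the gene for TAK1, lies on chromosome 4 of GRCm38 from 31964097 to 32023467. Its counts include reads from all of its exons, so that transcripts of the recombined allele were counted too. In CTRL, *Map3k7* was at 153 ± 6.51 CPM (counts scaled to library size; SD, n = 4) in LacZ and 127 ± 4.27 CPM (SD, n = 4) in iCre fibroblasts, a log2 fold change of −0.28 (standard error 0.07, adjusted p = 0.137 from edgeR's quasi-likelihood test). With bFGF it was at 199 ± 22 CPM in LacZ and 150 ± 14.7 CPM in iCre fibroblasts, with a log2 fold change of −0.40 (adjusted p = 0.351). With the replicate number as a blocking factor, the adjusted p-value was 0.00393 in CTRL and 0.000409 with bFGF. With TGFβ the log2 fold change was −0.67 (standard error 0.08, adjusted p = 0.00088), with IL-1β it was −0.82 (standard error 0.09, adjusted p = 0.000274) and with TNFα it was −0.71 (standard error 0.10, adjusted p = 0.000829). Mean values with these ligands were 227, 220 and 239 CPM in LacZ and 146, 126 and 144 CPM in iCre fibroblasts. The transcript has a GC content of 45.2%, and after correction for GC content with the replicate block its log2 fold changes were −0.53 with TGFβ, −0.69 with IL-1β and −0.61 with TNFα.

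**Figure D1:**
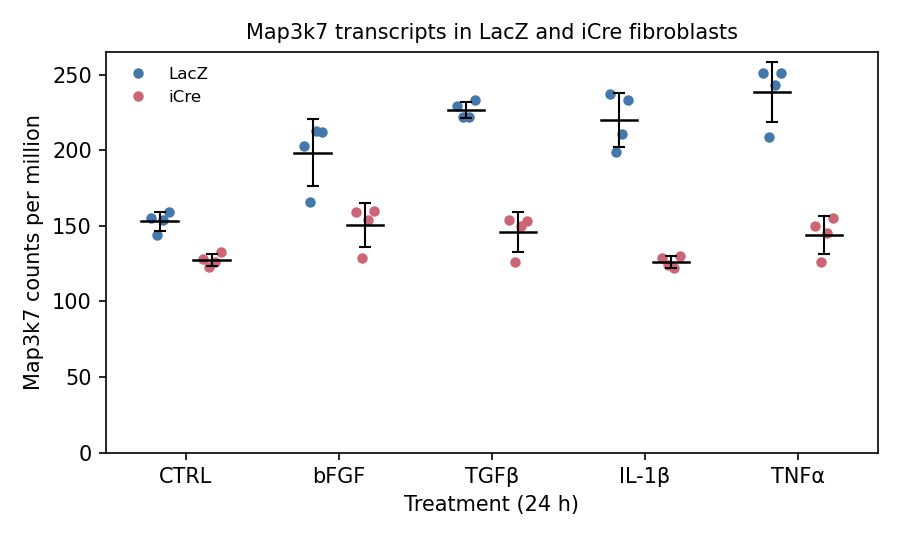
*Map3k7* transcripts in CPM (vertical axis) for each treatment (horizontal axis) in LacZ (blue) and iCre (red) fibroblasts. Each point is a library, and black lines give the mean and SD of 4 replicates. In every treatment the iCre mean lies under the LacZ mean, from 153 against 127 CPM in CTRL to 239 against 144 CPM with TNFα.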

The evaluation of gene markers in the serum-starved control group indicates that the isolated cells exhibit a fibroblast expression profile (**Supplementary Table 7**). 

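In the 4 LacZ CTRL libraries, the 10 fibroblast markers *Col1a1*, *Col1a2*, *Col3a1*, *Pdgfra*, *Ddr2*, *Vim*, *Dcn*, *Thy1*, *Tcf21* and *Postn* were set against 11 markers of other cells. Expression was highest for *Col3a1*, with 20300 ± 4880 CPM (SD, n = 4), and lowest for *Tcf21*, with 61.6 ± 27 CPM. *Col1a1* was at 4910 ± 625 CPM, *Pdgfra* at 1220 ± 442 CPM and *Dcn* at 2080 ± 387 CPM. The endothelial markers *Pecam1* and *Cdh5* were at 0.802 ± 0.16 and 1.56 ± 1.45 CPM, and the leukocyte marker *Ptprc* was at 1.27 ± 0.551 CPM. The macrophage genes *Lyz2*, *Csf1r* and *Adgre1* were at 76.4 ± 36.7, 6.18 ± 2.11 and 3.70 ± 1.39 CPM. Among the other-cell markers, the pericyte marker *Rgs5* was highest at 327 ± 192 CPM, above *Tcf21*, and the cardiomyocyte marker *Tnnt2* was at 49.1 ± 42.4 CPM. *Myh6* had fewer than 10 counts over the 40 libraries and was not tested. The median log2 CPM of fibroblast markers was higher than that of the other-cell markers by 9.48 (SD 0.31 over the 4 libraries).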

Principal component analysis (PCA) revealed distinct cluster separation based on ligand treatment relative to the general control, with TAK1 deletion strongly modulating gene variance among TNFα and IL-1β stimulated cells (Fig. 5a). Indeed, analysis of DEGs showed that deletion of TAK1 had larger effects on fibroblast gene expression in the context of TNF-α and IL-1β treatment, with relatively minimal TAK1-dependent changes were apparent within the CTRL and bFGF groups. 

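Principal components were computed on log2 CPM values of the genes kept, with each gene scaled to unit variance. The first 3 components held 21.2%, 12.6% and 8.39% of the variance over the 40 libraries, 42.1% in total. The share of the first 3 components was 69.2% when the 500 genes with the largest variance were used and centred only. In these 3 components, the distance between the centroids of iCre and LacZ fibroblasts was 163 with TNFα, 115 with IL-1β and 95.2 with TGFβ. For each of these ligands the two-sided exact permutation test over the 70 assignments of 8 libraries to groups of 4 gave p = 0.0286, the smallest p that 4 libraries against 4 allow. Adjusted for the 5 treatments by the Benjamini-Hochberg procedure, these p-values were 0.0476. With genes centred without scaling, the adjusted p-values of the exact permutation test were 0.0952 with TGFβ and 0.0714 with IL-1β and TNFα, and they were the same after a correction for GC content that was chosen after seeing the data. Before adjustment, the p-values of this exact permutation test were 0.0571 with TGFβ and still 0.0286 with IL-1β and TNFα under both settings. The distance was 41.3 in CTRL (p = 0.114 from the same exact permutation test) and 44.7 with bFGF (p = 0.371). Libraries within a group lay 51.3 apart on average with TNFα, 56.8 with IL-1β, 51 with TGFβ, 45.3 in CTRL and 65 with bFGF. These assignments ignore the replicate numbers that iCre and LacZ libraries share, and the second component was lower in iCre in 4 of 4 same-numbered pairs both in CTRL and with bFGF. With the effect of the replicate number removed, the distance was 41.6 in CTRL and 40.4 with bFGF, and libraries within a group lay 19.9 and 22.8 apart on average. A permutation test within 4 pairs cannot reach a p of 0.05, so the larger p-values above do not show that iCre and LacZ fibroblasts were alike in these treatments.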

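Between iCre and LacZ fibroblasts, 19 genes passed the threshold in CTRL, 7 higher and 12 lower in iCre, and 0 genes passed with bFGF. At an unadjusted p-value of 0.05 these counts were 3538 and 2585. With IL-1β, 1799 genes were higher and 2265 lower in iCre fibroblasts, and with TNFα 3720 were higher and 3174 lower. This balance with TNFα depended on the processing. It turned with RLE normalization (3250 higher and 3422 lower), with DESeq2 (3986 and 4034) and with the replicate block and GC correction (3414 and 3519). With the replicate block alone it stayed (4321 and 3800). With the replicate block, 3655 genes passed in CTRL, 3492 with bFGF, 7438 with IL-1β and 8121 with TNFα. Restricted to changes of at least 1 on the log2 scale, the counts without the block were 10 in CTRL, 1285 with IL-1β and 2728 with TNFα. With the DESeq2 Wald test in place of edgeR, which the paper names, the counts were 1346 in CTRL, 481 with bFGF, 5549 with IL-1β and 8020 with TNFα. The interaction test compared the effect of TAK1 deletion under a ligand with that in CTRL, and 4054 genes passed it for TNFα, 1943 for IL-1β, 1138 for TGFβ and 0 for bFGF, where 765 passed at an unadjusted p-value of 0.05. The interaction counts with the replicate block were 6333 for TNFα, 4255 for IL-1β and 2027 for TGFβ. The change between iCre and LacZ fibroblasts followed the GC content of the transcripts. Over 10658 protein-coding genes, the slope of log2 CPM on GC content was between 0.22 and 0.33 per 10% GC in the 12 iCre libraries with TGFβ, IL-1β or TNFα, and between −0.24 and −0.01 in the other 28 libraries. Across these genes, which are not independent replicates, Spearman's rho between the log2 fold change and GC content was 0.53 with IL-1β and 0.39 with TNFα, against 0.13 in CTRL and 0.15 with bFGF. After correction for GC content with the replicate block, 3671 genes passed in CTRL, 3413 with bFGF, 5648 with IL-1β and 6933 with TNFα. A trend with transcript length, for which no correction was made, was left in these fits. Spearman's rho between the log2 fold change and transcript length was then 0.29 in CTRL, 0.33 with bFGF, −0.06 with IL-1β and −0.19 with TNFα. Before any correction it was 0.25, 0.29, −0.18 and −0.27.

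**Figure D2:**
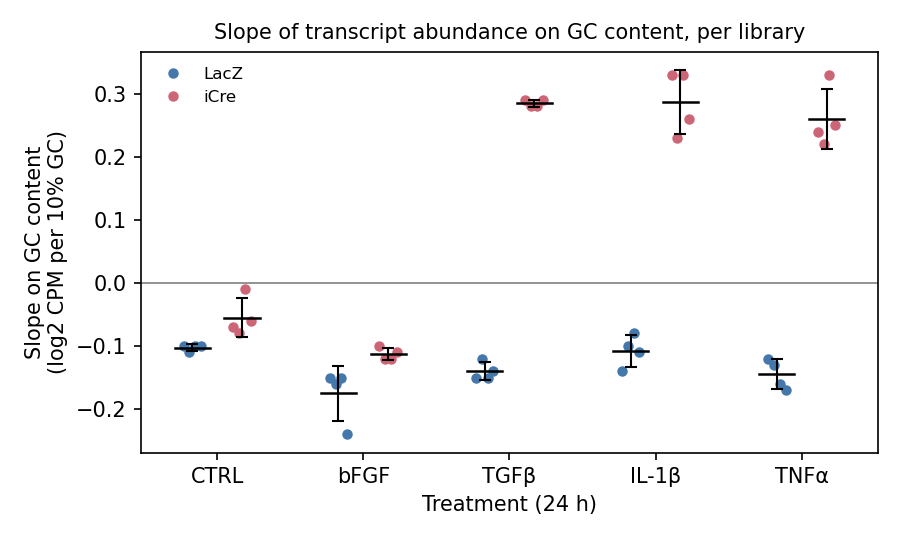
Slope of log2 CPM on the GC content of transcripts (vertical axis, log2 CPM per 10% GC) in each library, by treatment (horizontal axis), in LacZ (blue) and iCre (red) fibroblasts. Each point is a library, and black lines give the mean and SD of 4 replicates. The 12 iCre libraries with TGFβ, IL-1β or TNFα lie between 0.22 and 0.33, above the other 28.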

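In LacZ fibroblasts, TGFβ raised 4421 genes and lowered 4876 relative to CTRL (9297 genes). In TGFβ-treated cells, 632 genes were higher and 1479 lower in iCre than in LacZ fibroblasts (2111 genes), and 403 of them changed by at least 1 on the log2 scale. With DESeq2, 1589 genes were higher and 2199 lower (3788 genes), and with the replicate block in edgeR 2438 were higher and 2800 lower (5238 genes). Of the genes lower in iCre, 1017 were among the 2132 protein-coding genes with a GC content between 31% and 43.7%, where 2 were higher. Between 55.4% and 71.3%, 346 of 2132 genes were higher and 3 lower, and Spearman's rho across genes between the log2 fold change and GC content was 0.70. The genes with the largest increases in iCre were *Ivl* (log2 fold change 2.42), *Sema7a* (2.30) and *Gm15501* (2.21), among genes with a mean of at least 1 CPM whose groups did not overlap. Those with the largest decreases were *Snhg14* (−3.40), *Zfp979* (−3.21) and *Znf41-ps* (−3.15), whose transcripts have GC contents of 31%, 34.6% and 34.3%. After correction for GC content, 121 genes were higher and 199 lower (320 genes), and 2331 genes passed when the replicate block was added. With both, the log2 fold changes of these 6 genes lay between −2.29 and 2.36.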

Although compared with inflammatory ligands, fewer TGFβ-regulated DEGs were under TAK1 control, approximately 4000 genes were influenced by TAK1 deletion in TGFβ-treated cells (Fig. 5b). Nevertheless, myofibroblast-related pro-fibrotic genes were not significantly changed by TAK1 deletion (Fig. 5c), which is in alignment with data showing that TAK1 deletion influences neither Smad3 signaling (**Supplementary Fig. 2b, 2c**) nor acquisition of markers of the myofibroblast phenotype or ECM components such as hyaluronan^21^ (**Supplementary Fig. 6**). 

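The genes that Fig. 5c lists as fibrotic are *Acta2*, *Aebp1*, *Clip2*, *Col1a1*, *Comp*, *Fap*, *Meox1*, *Postn*, *Runx1*, *Thbs1* and *Thy1*. In LacZ fibroblasts, TGFβ raised 6 of these 11 genes and lowered 1 with adjustment over all genes, and raised 6 and lowered 2 with adjustment over the 11 genes alone. *Acta2* rose from 177 ± 63.7 to 4000 ± 2180 CPM (SD, n = 4; log2 fold change 4.52, standard error 0.42, adjusted p = 2.24e-05 from edgeR's quasi-likelihood test) and *Col1a1* from 4910 ± 625 to 21500 ± 3630 CPM (log2 fold change 2.15, standard error 0.20, adjusted p = 2.35e-05). Between iCre and LacZ fibroblasts with TGFβ, the log2 fold change was 0.20 for *Acta2* (standard error 0.42, adjusted p = 0.857), 0.11 for *Col1a1* (standard error 0.16, adjusted p = 0.775), −0.11 for *Meox1* (standard error 0.36, adjusted p = 0.939) and 0.19 for *Thbs1* (standard error 0.22, adjusted p = 0.663). After correction for GC content the value for *Col1a1*, whose transcript has a GC content of 58.9%, was −0.19. Of the 11 genes, 1 passed the threshold in TGFβ-treated cells, *Postn* (ENSMUSG00000027750), on chromosome 3 from 54361109 to 54391037. It was at 3080 ± 409 CPM (SD, n = 4) in LacZ and 1530 ± 216 CPM in iCre fibroblasts, a log2 fold change of −1.04 (standard error 0.14, adjusted p = 0.00126), and its adjusted p-value with DESeq2 was 5.82e-11. The *Postn* transcript has a GC content of 36.3%, and after correction for GC content its log2 fold change was −0.27 (adjusted p = 0.47, and 0.0884 with the replicate block). Its mean was lower in iCre without TGFβ too, at 715 ± 207 CPM in LacZ and 296 ± 179 CPM in iCre in CTRL. With bFGF it was at 654 ± 306 and 230 ± 160 CPM. The slope on GC content differed between iCre and LacZ by only 0.0489 in CTRL and 0.0619 with bFGF. Without the replicate block, 0 of the 11 genes passed in these 2 treatments. In TGFβ-treated cells, adjustment over the 11 genes alone gave 1 higher and 1 lower in iCre fibroblasts, and the replicate block over all genes gave 2 higher and 4 lower. After correction for GC content, 0 were higher and 0 lower with either adjustment. With the block in addition, 0 were higher and 1 lower over all genes, and 0 and 4 with adjustment over the 11 genes. The interaction test of TGFβ with TAK1 deletion found 0 of the 11 genes, with either adjustment and also at an unadjusted p-value of 0.05. At that unadjusted p-value it found 1 gene after correction for GC content and 3 with the replicate block in addition. The interaction test leaves out differences between iCre and LacZ fibroblasts that are as large in CTRL as with TGFβ. With the replicate block over all genes, 4 of the 11 genes were higher and 6 lower in iCre in CTRL, and 3 and 5 with bFGF.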

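In LacZ fibroblasts, IL-1β raised 2800 genes and lowered 2408 relative to CTRL, and TNFα raised 2745 and lowered 2613. Both ligands changed 3062 genes, against 1107 expected if the lists were independent, and 2990 of them (97.6%) changed in the same direction. Across 10894 genes, which are not independent replicates, the log2 fold changes of the 2 ligands had Pearson's r = 0.70 and Spearman's rho = 0.68. Because both ligands were compared with the same CTRL libraries, the correlation was also computed with separate CTRL libraries for each ligand, where r lay between 0.52 and 0.66 over the 6 ways to divide them. *Nos2* rose by 11.86 on the log2 scale with IL-1β (standard error 0.50, adjusted p = 1.01e-06 from edgeR's quasi-likelihood test) and by 7.30 with TNFα (standard error 0.76, adjusted p = 0.000178). *Sod2* went from 41.9 ± 3.79 CPM (SD, n = 4) in CTRL to 763 ± 92.6 CPM with IL-1β and 395 ± 66.5 CPM with TNFα. In iCre fibroblasts it was at 158 ± 29.5 and 92.4 ± 25.9 CPM, log2 fold changes of −2.29 (adjusted p = 3.1e-05) and −2.08 (adjusted p = 0.000173) against LacZ.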

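Of 12 *Cxcl* genes, IL-1β raised 8 in LacZ fibroblasts, 6 of which were lower in iCre than in LacZ, and TNFα raised 8, all of which were lower in iCre. Of 18 *Ccl* genes, IL-1β raised 9, with 6 lower in iCre, and TNFα raised 8, with 7 lower in iCre. Of 19 *Mmp* genes, IL-1β raised 7, with 3 lower in iCre, and TNFα raised 3, of which 0 were lower and 1 was higher in iCre. When the replicate block was added, 11 *Ccl* and 6 *Mmp* genes were raised by IL-1β and lower in iCre fibroblasts, and of the *Mmp* genes raised by TNFα 2 were lower and 2 higher in iCre. A lower value in iCre under a ligand can include a difference already present in CTRL. Fewer of the raised genes had a negative interaction at the threshold, 3 *Cxcl*, 2 *Ccl* and 2 *Mmp* genes with IL-1β and 5, 5 and 0 with TNFα. With the replicate block these counts were 6, 4 and 6 with IL-1β and 6, 5 and 1 with TNFα. *Cxcl1* was at 7.41 ± 0.56 CPM (SD, n = 4) in LacZ fibroblasts in CTRL, at 1420 ± 479 CPM with IL-1β and at 35.5 ± 4.93 CPM with TNFα, and at 114 ± 47.4 and 6.40 ± 2.98 CPM with these ligands in iCre fibroblasts. Its log2 fold change between iCre and LacZ fibroblasts was −3.65 with IL-1β (standard error 0.36, adjusted p = 0.000174 from edgeR's quasi-likelihood test) and −2.45 with TNFα (standard error 0.31, adjusted p = 0.000506). The largest decreases in iCre fibroblasts were those of *Cxcl5* (−4.58), *Ccl5* (−3.18) and *Mmp1b* (−2.52) with IL-1β, and of *Cxcl15* (−5.55), *Ccl20* (−6.11) and *Mmp27* (−1.43) with TNFα. *Mmp9* was higher in iCre than in LacZ fibroblasts with TNFα, by 1.65 on the log2 scale (standard error 0.22, adjusted p = 0.000624), as was *Mmp10*, by 4.06 (standard error 1.18, adjusted p = 0.0286). *Csf2* was near the limit of detection, with at most 1.12 CPM in any library and 5 to 45 counts in the LacZ libraries with IL-1β. It rose by 6.41 on the log2 scale with IL-1β (standard error 0.88, adjusted p = 0.00082), and between iCre and LacZ fibroblasts its log2 fold change was −0.61 with IL-1β (standard error 0.66, adjusted p = 0.584) and 0.18 with TNFα (standard error 0.71, adjusted p = 0.902). Of the 19 genes that Fig. 5c lists as inflammatory, 10 were lower and 1 higher in iCre with IL-1β, and 8 lower and 2 higher with TNFα. With adjustment over the 19 genes alone, 13 were lower and 1 higher with IL-1β, and 9 lower and 3 higher with TNFα.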

Differential gene expression analysis indicated that both TNFα and IL-1β regulate similar gene sets, including notable changes in (anti)oxidant genes (e.g., *Nos2*, *Sod2*), chemokines/cytokines (e.g., *Cxcl* and *Ccl* gene families), chemotactic growth factors (e.g., *Csf2*), and matrix metalloproteinases (e.g., *Mmp* gene family), which were under the control of TAK1 (Fig. 5c). We also found that genes regulating lipid mediators were influenced by inflammatory stimuli, with many under the control of TAK1 signaling. 

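Of the 16 genes of lipid mediator synthesis and signaling in Fig. 5c, IL-1β raised 5 and lowered 2 in LacZ fibroblasts, and TNFα raised 2 and lowered 2. With adjustment over the 16 genes alone, TNFα raised 3 and lowered 2, and the counts for IL-1β were the same. In iCre against LacZ fibroblasts, 1 gene was higher and 2 were lower with IL-1β, and 3 were higher and 1 was lower with TNFα, with either adjustment. With the replicate block and adjustment over all genes, 4 were higher and 2 lower with IL-1β, and 5 were higher and 2 lower with TNFα. *Ptges2*, on chromosome 2 from 32395896 to 32405772, rose by 1.98 with IL-1β in LacZ fibroblasts (standard error 0.10, adjusted p = 3.23e-06 from edgeR's quasi-likelihood test) and was lower in iCre by −0.92 (standard error 0.11, adjusted p = 0.000497). With TNFα it was higher in iCre fibroblasts, by 0.54 (standard error 0.09, adjusted p = 0.00226). *Ptges3*, whose transcript has a GC content of 43.2%, was lower in iCre fibroblasts with IL-1β (−0.97, standard error 0.11, adjusted p = 0.000426), with TNFα (−0.61, standard error 0.10, adjusted p = 0.00154) and with TGFβ (−0.90, standard error 0.08, adjusted p = 0.000138). After correction for GC content with the replicate block these log2 fold changes were −0.74, −0.38 and −0.63. *Ptges* rose by 2.06 with TNFα in LacZ fibroblasts (adjusted p = 0.00168), and its change in iCre was 1.13 with this ligand (standard error 0.57, adjusted p = 0.182). *Ptgs1* and *Lta4h* were higher in iCre fibroblasts with TNFα, by 2.05 (standard error 0.32, adjusted p = 0.00135) and 0.46 (standard error 0.08, adjusted p = 0.00175).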

Collectively, these results identify TAK1 as a vital enzyme responsible for conveying extracellular cues to trigger an inflammatory transcriptional profile.

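Genes that a ligand raised by at least 1 on the log2 scale in LacZ fibroblasts, with an adjusted p-value at or under the threshold, were followed in iCre fibroblasts. IL-1β raised 863 such genes, whose median log2 fold change over CTRL was 1.88 in LacZ and 1.03 in iCre fibroblasts. Gene by gene, the difference had a median of −0.90, and 200 genes had a negative interaction at the threshold. For the 873 genes raised by TNFα, the medians were 1.93 in LacZ and 0.68 in iCre fibroblasts, with a median difference of −1.41 and 376 negative interactions. For the 1634 genes raised by TGFβ, they were 1.64 and 1.62, with a median difference of −0.01 and 69 negative interactions. For the 674 genes raised by bFGF, they were 1.66 and 1.30, with a median difference of −0.35 and 0 negative interactions. In iCre fibroblasts, 286 of the 863 genes raised by IL-1β and 235 of the 873 raised by TNFα passed the same criteria, as did 1241 of the 1634 raised by TGFβ and 261 of the 674 raised by bFGF. Because genes chosen for a large change tend to show a smaller one elsewhere, they were also chosen on 2 replicate numbers and measured on the other 2. Over the 6 ways to do so, the median difference was then −0.80 for IL-1β (from −1.22 to −0.64), −1.32 for TNFα and 0.03 for TGFβ. For bFGF only 3 of the 6 ways gave genes to measure, with medians from −0.37 to −0.36. With the replicate block, the number of negative interactions was 408 for IL-1β, 552 for TNFα and 119 for TGFβ. From the ligand-dependent changes in gene expression and their dependence on TAK1 (Fig. 5a–5c), the paper concludes that TAK1 conveys extracellular cues to an inflammatory transcriptional profile.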

Guided by our RNA-seq data, we confirmed changes in several potential indicators of the inflammatory cardiac fibroblast phenotype. 

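In LacZ fibroblasts, *Nos2* (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) went from 0.0916 ± 0.0929 CPM (SD, n = 4) in CTRL to 357 ± 117 CPM with IL-1β and 15.2 ± 9.38 CPM with TNFα. The 4 LacZ CTRL libraries held between 0 and 10 *Nos2* counts each. *Ptgs2* (ENSMUSG00000032487, chromosome 1 from 150100031 to 150108227) went from 11.4 ± 6.11 CPM in CTRL to 149 ± 45.7 CPM with IL-1β, a log2 fold change of 3.73 (standard error 0.36, adjusted p = 0.000105 from edgeR's quasi-likelihood test). With TNFα it was at 43.1 ± 46.1 CPM (log2 fold change 1.93, standard error 0.64, adjusted p = 0.0602, and 3.7e-07 with the replicate block). *Ptgs2* was higher with TGFβ than with IL-1β, at 621 ± 236 CPM. *Mmp3* (ENSMUSG00000043613, chromosome 9 from 7445822 to 7455975) went from 1230 ± 211 CPM in CTRL to 7430 ± 2650 CPM with IL-1β (log2 fold change 2.61, standard error 0.28, adjusted p = 0.000185) and 2950 ± 307 CPM with TNFα (log2 fold change 1.26, standard error 0.14, adjusted p = 0.000279).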

Given the robust upregulation of *Nos2* (iNOS), *Ptgs2* (Cox2), and *Mmp3*, we first confirmed the extent to which inflammatory stimuli such as IL-1β influences their protein abundance. Consistent with transcript patterns, IL-1β robustly increased iNOS and MMP3 protein levels, which were abrogated in TAK1-deficient fibroblasts (Fig. 5d–5g). Similar to findings in Fig. 4b, COX2 protein levels were markedly elevated in TAK1-deficient fibroblasts treated with IL-1β (Fig. 5d, 5g), indicating that TAK1 likely controls the translational efficiency of *Ptgs2* or proteolysis of COX2 to regulate its protein abundance. Indeed, interrogation of RNA sequencing data showed that processes related to proteasomal processing were markedly impacted by TAK1 deletion (**Supplementary Fig. 7**). 

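With IL-1β, *Ptgs2* transcripts were at 149 CPM in LacZ and 150 ± 85.7 CPM (SD, n = 4) in iCre fibroblasts. The log2 fold change was 0.00 (standard error 0.35, adjusted p = 1 from edgeR's quasi-likelihood test), and it lay between −0.36 and 0.23 when each replicate was left out in turn. The *Ptgs2* transcript has a GC content of 40%, and after correction for GC content with the replicate block its log2 fold change was 0.37 (adjusted p = 0.0537). With TNFα, *Ptgs2* was at 129 ± 71.8 CPM in iCre fibroblasts, with a log2 fold change of 1.61 (standard error 0.69, adjusted p = 0.12), which was 1.87 with the replicate block (adjusted p = 0.000726). In CTRL it was at 25.5 ± 8.28 CPM in iCre fibroblasts, and the interaction of IL-1β with TAK1 deletion was −1.16 (standard error 0.54, adjusted p = 0.25, and 0.00416 with the replicate block). From COX2 protein levels in TAK1-deficient fibroblasts, the paper proposes control of *Ptgs2* translation or of COX2 proteolysis by TAK1. It measured this protein after a longer stimulation than the 24 h of these transcripts, so the 2 are not matched in time. For this proposal the paper also points to changes in proteasomal processes in its RNA sequencing.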

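The 48 genes with *Psm* symbols, which encode proteasome subunits, activators and chaperones, were tested as a set with limma's camera at an inter-gene correlation of 0.01, against all other genes tested. In iCre against LacZ fibroblasts the set ranked lower in CTRL (adjusted p = 0.0112 from limma's camera, median log2 fold change −0.09) and with bFGF (adjusted p = 1.15e-08, median −0.20). It ranked higher with TNFα (adjusted p = 0.0282, median 0.28), and its rank was not distinguishable with TGFβ (adjusted p = 0.156, median 0.07) or IL-1β (adjusted p = 0.0726, median −0.07). The p-values were adjusted over the 5 treatments by the Benjamini-Hochberg procedure. With the inter-gene correlation estimated from the data, the adjusted p-values were 0.722 in CTRL, 0.647 with bFGF and 0.722 with TNFα, and the set passed in none of the treatments. With TNFα, 23 of the 48 genes were higher and 7 lower in iCre fibroblasts in the gene-wise edgeR test, and with IL-1β 1 was higher and 11 were lower. The counts with TNFα were 14 higher and 6 lower after correction for GC content. They were 22 and 7 without replicate 1, 11 and 7 without replicate 2 and 10 and 7 without replicate 4. Without replicate 3 the balance turned, with 3 higher and 5 lower. The largest changes with TNFα were those of *Psmb9*, which encodes a subunit of the immunoproteasome (log2 fold change −3.17, standard error 0.36, adjusted p = 0.000302), and of *Psmg3* (0.69, standard error 0.15, adjusted p = 0.00622). With IL-1β they were those of *Psmb9* (−1.31, adjusted p = 0.0164) and *Psmd9* (0.39, adjusted p = 0.0343, and 0.15 after correction for GC content). With TGFβ, 3 genes were lower, with the largest change in *Psme4* (−0.61, adjusted p = 0.00454), which was −0.38 after correction for GC content (adjusted p = 0.0979), and with that correction 3 genes of the set were higher and 0 lower. A replicate block changed these gene counts, to 7 higher and 6 lower with TGFβ, 0 and 19 with bFGF and 1 and 8 in CTRL, where without it 0 genes passed with bFGF or in CTRL.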

Volcano plot analysis also showed that toll-like receptor 2 (*Tlr2*) was the most highly upregulated member of the TLR family in response to IL-1β and that TAK1 regulated not only *Tlr2*, but also *Tlr3*, *Tlr4*, and *Tlr5* (**Supplementary Fig. 8a–c**). Furthermore, flow cytometric analysis of TLR2 surface abundance demonstrated that IL-1β increases surface expression of TLR2 (**Supplementary Fig. 8d, 8e**). 

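Of *Tlr1* to *Tlr13*, 11 genes had enough counts to be tested, and *Tlr11* had not. In LacZ fibroblasts, IL-1β raised 4 of them and lowered 2, with adjustment over all genes or over the 11 genes alone. *Tlr2* (ENSMUSG00000027995, chromosome 3 from 83836272 to 83841767) rose most, from 12.2 ± 1.39 to 169 ± 26.5 CPM (SD, n = 4; log2 fold change 3.80, standard error 0.14, adjusted p = 4.43e-07 from edgeR's quasi-likelihood test). *Tlr5* rose by 2.25 (standard error 0.34, adjusted p = 0.00128), *Tlr3* by 1.13 (standard error 0.27, adjusted p = 0.0137) and *Tlr4* by 0.58 (standard error 0.14, adjusted p = 0.0164). With TNFα, *Tlr2* was at 315 ± 45.7 CPM. In iCre fibroblasts with IL-1β, 5 genes were lower than in LacZ, with either adjustment, and 0 were higher. The log2 fold change was −2.82 for *Tlr2* (standard error 0.19, adjusted p = 3.1e-05), −1.90 for *Tlr3* (standard error 0.20, adjusted p = 0.000227), −0.90 for *Tlr4* (standard error 0.12, adjusted p = 0.000951) and −1.43 for *Tlr5* (standard error 0.39, adjusted p = 0.0323). *Tlr8* was the remaining gene. The transcripts of *Tlr3* and *Tlr4* have GC contents of 40% and 39.4%. After correction for GC content, *Tlr4* was at −0.39 (adjusted p = 0.0621, and 0.0106 with the replicate block), *Tlr5* at −1.43 (adjusted p = 0.0546, and 4.71e-05 with the replicate block) and *Tlr3* at −1.43 (adjusted p = 0.00246).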

Collectively, these data show that TAK1 is a gatekeeper of inflammatory cardiac fibroblasts and that iNOS, MMP3, and TLR2 may be useful markers of the inflammatory cardiac fibroblast phenotype.

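In iCre fibroblasts with IL-1β, *Nos2* was at 9.46 ± 4.00 CPM (SD, n = 4), a log2 fold change of −5.25 against LacZ (standard error 0.35, adjusted p = 3.1e-05 from edgeR's quasi-likelihood test). *Mmp3* was at 1380 ± 459 CPM (log2 fold change −2.45, standard error 0.33, adjusted p = 0.000779) and *Tlr2* at 24.1 ± 6.22 CPM. With TNFα, *Nos2* was at 0.122 ± 0.141 CPM in iCre fibroblasts (log2 fold change −6.89, standard error 0.76, adjusted p = 0.000285). *Mmp3* was at 1370 ± 1310 CPM with TNFα, with 3280 CPM in replicate 2 and 527 to 1120 CPM in the others (log2 fold change −1.08, standard error 0.53, adjusted p = 0.166, and 0.024 with the replicate block). *Mmp3* was lower in iCre in CTRL too, at 757 ± 182 CPM, and its interaction with IL-1β was −1.74 (standard error 0.38, adjusted p = 0.00913). The interaction for *Nos2* was −3.91, but its standard error was 1.65 (adjusted p = 0.194), because its CTRL libraries held 0 to 10 counts each. With bFGF and TGFβ, *Nos2* was at most at 0.306 CPM in any library.

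**Figure D3:**
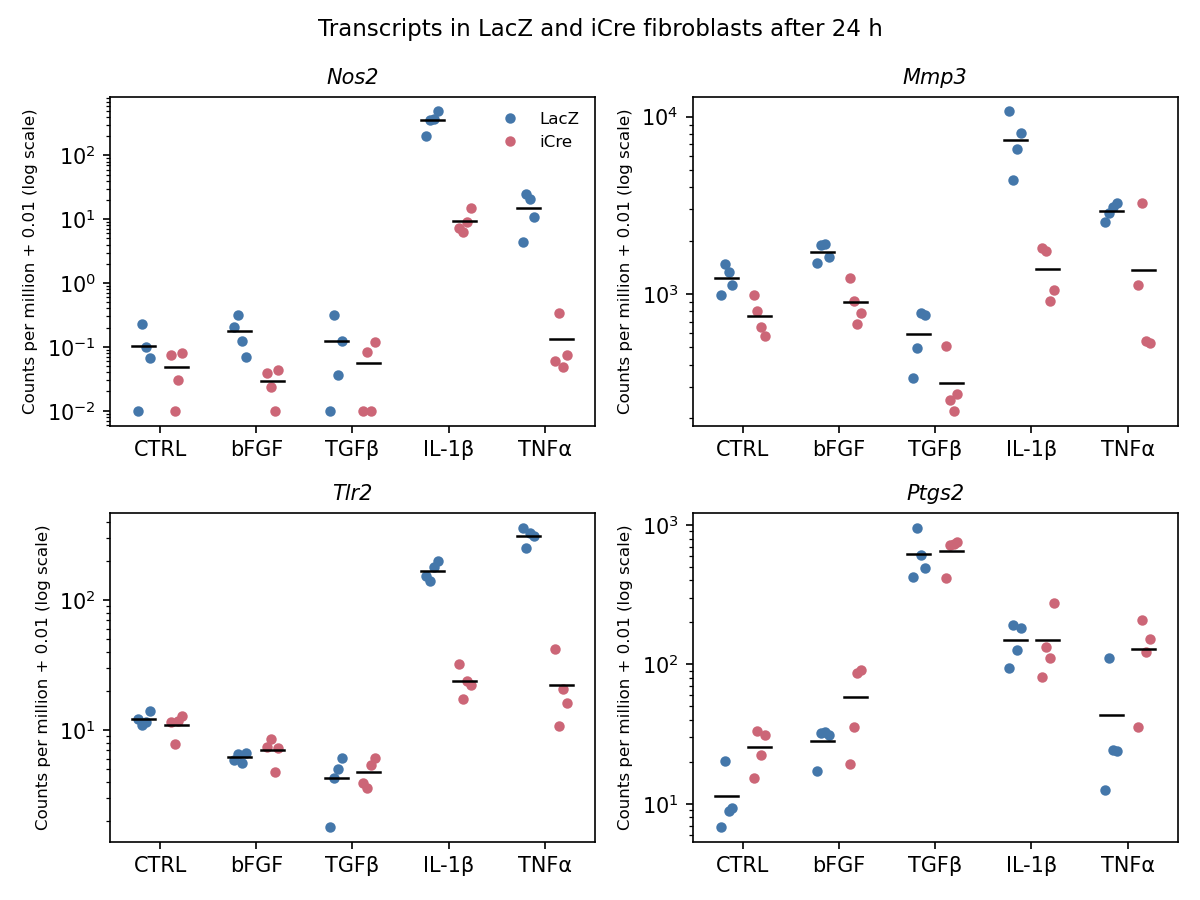
*Nos2*, *Mmp3*, *Tlr2* and *Ptgs2* transcripts as CPM plus 0.01 (vertical axes, log scale) by treatment (horizontal axes) in LacZ (blue) and iCre (red) fibroblasts. Each point is a library and each black line a mean of 4 replicates. With IL-1β, *Nos2* lies at 357 CPM on average in LacZ and 9.46 CPM in iCre, and *Ptgs2* at 149 and 150 CPM.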

## DISCUSSION

Tissue repair and remodeling depend on communication between different cell types to coordinate removal of cellular detritus, synthesis of extracellular matrix, and restoration of tissue. Although it is understood that fibroblasts are critical to this process, it has remained unclear how inflammatory processes in fibroblasts coordinate cellular communication with immune cells to respond to tissue injury. We show in the context of myocardial injury that TAK1 signaling in fibroblasts is a gatekeeper of the inflammatory cardiac fibroblast phenotype. Our findings indicate that deletion of TAK1 in fibroblasts improves cardiac structural and functional remodeling after MI, which is associated with diminished post-MI abundance of immune cells and lower levels of resident macrophages. Interestingly, the effects of TAK1 deletion on post-MI remodeling are sexually dimorphic, which provides support to the idea that the protected phenotype of the female sex may have a basis in disparate immune and inflammatory responses. Moreover, TAK1 was found to regulate the synthesis and secretion of chemokines and (anti)inflammatory lipid mediators in a diametrically opposite manner. Identification of TAK1 as the critical enzyme propagating inflammatory cues provided the opportunity to further define markers of the inflammatory cardiac phenotype. Collectively, these findings clarify the nature and function of inflammatory cardiac fibroblasts in cardiac responses to injury and further resolve working models of how cardiac repair proceeds after MI.

Inflammatory signaling has been a focus of numerous therapeutic efforts to combat heart disease. Several studies demonstrate that blunting IL-1 signaling or its downstream targets (e.g, NFκB) attenuates cardiac dysfunction^3,4,8,22^. Nevertheless, it remains unclear how inflammatory signaling in cardiac fibroblasts is coordinated and how it contributes to cardiac responses to stress or injury. Our investigations of fibroblast-resident TAK1 have uncovered its role as a central hub for integrating diverse inflammatory signals to drive inflammatory cardiac fibroblast differentiation and function. Using both acute and chronic models of cardiac injury, we found that TAK1 signaling in fibroblasts is critical for cardiac remodeling after acute MI, whereas it has no effect on pressure overload-induced cardiac remodeling. These findings suggest that fibroblast TAK1 signaling may be critical for myocardial injuries that are followed by robust inflammatory responses, but that it does not affect chronic responses to cardiac stress, which are typically associated with relatively lower levels of inflammation. Deletion of TAK1 in fibroblasts resulted in improved functional outcomes as early as one-week post-MI in male mice, with sustained improvement throughout the 4-week study period. Additionally, TAK1 deletion in fibroblasts attenuated fibrosis after MI. Interestingly, TAK1 deletion had salutary effects only in male mice, with female mice showing no improvement in cardiac function or fibrotic burden; rather, TAK1 deletion in female mice worsened survival to levels observed in male mice. These findings place TAK1 signaling in fibroblasts as a critical, sexually dimorphic regulator of post-MI remodeling and survival.

The fact that TAK1 propagates IL-1β and TNFα signaling in cardiac fibroblasts, but does not seem to affect canonical TGFβ signaling, suggests that its primary function is to regulate acquisition of properties associated with inflammation. An inflammatory fibroblast phenotype would be expected to exhibit a capacity to rapidly synthesize and secrete cytokines, chemokines, and growth factors; to sense molecular patterns educed by tissue injury (e.g., DAMPs, PAMPs); and to secrete proteases that aid in extracellular matrix remodeling^6^. Our findings demonstrate that TAK1 is essential for acquiring these unique properties, exerting robust control over the synthesis and secretion of chemokines, (anti)inflammatory lipid mediators, and matrix metalloproteinases (e.g., MMP3). The synthetic and secretory capacity of fibroblasts exposed to IL-1β was especially robust, with translation velocity assays and cytokine/chemokine arrays indicating that TAK1 signaling is important for the rapid secretion of several growth factors (G-CSF, GM-CSF) and chemokines (e.g., MCP1, MCP5, LIX, KC, MIP3α) that are known to trigger immune cell recruitment. Indeed, *in vivo* analysis of immune cell populations in the post-infarcted heart showed that TAK1 deletion decreased the abundance of CD45^pos^ cells, including neutrophils and Ly6C^lo^ monocytes. Although canonical TGFβ-SMAD3 signaling was not affected by TAK1 deletion, TGFβ-induced VEGF secretion was higher in TAK1-deficient fibroblasts, suggesting that it may nevertheless exert some control over non-canonical TGFβ signaling and thereby control not only the inflammatory properties of fibroblasts, but their proangiogenic properties as well.

TAK1 deficiency also mitigated IL-1β-induced upregulation of toll-like receptors (TLRs), implying that another function of TAK1 is to regulate DAMP sensing. 

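The interaction test compared the change of each receptor with IL-1β between iCre and LacZ fibroblasts. It was −2.66 on the log2 scale for *Tlr2* (standard error 0.26, adjusted p = 1.53e-05 from edgeR's quasi-likelihood test), −1.62 for *Tlr3* (standard error 0.35, adjusted p = 0.00863) and −1.18 for *Tlr4* (standard error 0.21, adjusted p = 0.00193). For *Tlr5* it was −1.72 (standard error 0.67, adjusted p = 0.154, and 0.00217 with the replicate block). After correction for GC content it was −0.70 for *Tlr4* (adjusted p = 0.0468) and −1.18 for *Tlr3* (adjusted p = 0.0936, and 0.000153 with the replicate block).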

Upon ischemic injury, necrotic cardiomyocytes and damaged tissue release DAMPs, which interact directly with pattern recognition receptors such as TLRs to modulate cell function^1^. We suggest that TLRs along with other enzymes unique to the inflammatory fibroblast phenotype likely coordinate and refine tissue remodeling. In particular, the marked upregulation of iNOS would likely lead to local nitrosative or nitrative stress, which could indirectly trigger TLR activation. Peroxynitrite, a prominent product of iNOS, is known to degrade glycosaminoglycans such as hyaluronan to smaller fragments^23^, which act as endogenous danger signals that activate TLRs^24–27^. Thus, the integrated transcriptional landscape triggered by TAK1 signaling likely acts to coordinate and fine tune tissue inflammatory responses, matrix breakdown, and immune cell recruitment to help clear debris and propagate tissue repair processes. These findings appear to warrant further studies of how TLR signaling in inflammatory cardiac fibroblasts contributes to tissue repair and remodeling.

An unexpected finding of our study is that TAK1 signaling, while essential for chemokine synthesis, represses the production of a wide range of lipid mediators, which growing evidence highlights are pivotal in orchestrating inflammatory and pro-resolving responses following MI^28^. Interestingly, IL-1β decreased the abundance of not only final products in lipid mediator synthesis pathways (e.g., prostaglandins, lipoxins, resolvins), but also their initial substrates (e.g., arachidonic acid, eicosapentaenoic acid, docosahexaenoic acid). The fact that TAK1 deletion completely reverted these phenomena suggests that TAK1 signaling exerts strong control of lipid mediator synthesis. These results help form a model in which TAK1 dictates cadence over inflammatory and resolution programs, wherein inflammatory stimuli and associated TAK1 signaling in fibroblasts initially augment production of chemokines to recruit immune cells to the heart and that, once the severe inflammatory state subsides, subsequent loss of TAK1 signaling allows for the production of lipid mediators to help resolve residual inflammation. Nevertheless, there remains much to learn about the mechanisms by which TAK1 signaling controls lipid mediator synthesis. 

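The 35 phospholipase genes tested, of the families *Pla1a*, *Pla2g*, *Plb1*, *Plc* and *Pld*, were compared as a set between iCre and LacZ fibroblasts with limma's camera. The set did not pass an adjusted p-value of 0.05 in any treatment, with 0.557 in CTRL, 0.521 with bFGF, 0.521 with TGFβ, 0.551 with IL-1β and 0.679 with TNFα (adjusted over the 5 treatments), and medians of the log2 fold change between −0.06 and 0.28. Single genes did pass the gene-wise edgeR test, with 3 higher and 0 lower in iCre fibroblasts with TGFβ, 2 higher and 4 lower with IL-1β, and 2 higher and 6 lower with TNFα. A replicate block gave 7 higher and 4 lower with TGFβ, 10 and 6 with IL-1β, where the balance turned, and 7 and 8 with TNFα. With a correction for GC content in addition, the counts were 1 higher and 4 lower with TGFβ, 3 and 5 with IL-1β and 3 and 9 with TNFα. With TNFα the largest changes were those of *Pla2g4c* (log2 fold change −3.44, standard error 0.35, adjusted p = 0.000197 from edgeR's quasi-likelihood test) and *Pla2g7* (2.00, standard error 0.58, adjusted p = 0.0286). With IL-1β they were those of *Pla2g7* (1.59, standard error 0.46, adjusted p = 0.0425, and 0.0675 after correction for GC content) and *Plcb4* (−0.93, standard error 0.22, adjusted p = 0.0176, and 0.0993 after correction). With TGFβ the largest was that of *Pla2g6* (0.56, standard error 0.11, adjusted p = 0.0118), whose transcript has a GC content of 58.3% and which was at 0.27 after correction (adjusted p = 0.324).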

Hints are provided by our transcriptomics data, which show that TAK1 controls the abundance of phospholipase transcripts (**Supplementary Fig. 7**). Moreover, it is likely that the stark increase in COX2 abundance in TAK1-deficient cells stimulated with inflammatory ligands also plays a role in lipid mediator synthesis and could be involved in lipid mediator “class-switching”, which has been proposed to facilitate both inflammation and resolution^29^. Although it remains unclear how TAK1 controls COX2 protein levels, COX2 is known to be tightly regulated at both the level of transcript stability and translational efficiency^30^.

The collective findings of this study help to further refine working models of how fibroblasts contribute to post-MI remodeling. Recent studies report that IL-1β is primarily secreted by Cx3cr1^+^ or CCR2^+^ immune cells, which drive the emergence of distinct cardiac fibroblast subpopulations^3,4^. Our findings develop on the concept that fibroblasts function as a second-tier step in regulating the abundance of immune cells, and that their acquisition of an inflammatory fibroblast phenotype could help coordinate removal of extant debris, the synthesis of extracellular matrix, and the resolution of inflammation. The fact that TAK1 regulates chemokine and lipid mediator synthesis in a diametric fashion suggests that inflammatory fibroblasts could alternately regulate immune cell recruitment and function to resolve inflammation after adequate wound healing has occurred. Nevertheless, several questions remain to be addressed. For example, Amrute et al. showed that IL-1β contributes to the emergence of a fibroblast population characterized by elevated periostin expression^3^; however, our study, as well as others^8^, indicate that IL-1β suppresses TGFβ-induced increases in periostin (and α-SMA). It is likely that, in addition to inflammatory stimuli such a IL-1β and TNFα, a panoply of paracrine mediators contributes to the ultimate phenotype that fibroblasts assume in the post-infarcted heart and that, like macrophages^31^, fibroblasts can assume a spectrum of unique phenotypes and state spaces^32^. Another interesting but unresolved question relates to the strong sexual dimorphism observed with fibroblast TAK1 deletion. That TAK1 deficiency in female mice did not affect fibrosis or cardiac function, and actually increased mortality, appears to suggest that a principal difference in post-infarct remodeling relates to differences in the function of inflammatory fibroblasts between the sexes. Nonetheless, the findings here place TAK1 as a critical signaling conduit that regulates the inflammatory cardiac fibroblast phenotype and cardiac repair after MI.

## METHODS

### Primary Cardiac Fibroblast Isolation and Culture:

Cardiac fibroblasts were isolated from adult, naïve, C57BL/6J wild type (Jackson Laboratory) and TAK1^*fl/fl*^ (gifted by Ashok Kumar^33^) mice. Briefly, after euthanasia, the hearts were excised, and the aorta was cannulated using a 23-gauge needle. Ice-cold PBS was perfused through the aorta, and any excess aorta and adipose tissue were carefully excised from the heart before mincing it with a razor blade under sterile conditions. The minced tissue was then digested in a solution of type II collagenase (prepared in sterile PBS, 5000U/heart, Worthington, 46H16739) for 45 min at 37°C with gentle agitation. Collagenase activity was then quenched with culture medium [i.e., Dulbecco’s Modified Eagle’s Medium/F12 GlutaMax (DMEM, Gibco 10565018) containing 10% fetal bovine serum (FBS, VWR 76324–888), 1% penicillin/streptomycin/amphotericin B (Sigma, A5955), 1% insulin transferrin selenium (ITS-G, Gibco 41400045), and 20 ng/ml human bFGF (Peprotech 100–18B)] and the mixture was then centrifuged at 500g for 10 min. Supernatants were aspirated, and cell pellets were resuspended in culture media before being passed through a 70 μm cell strainer. The cells were then plated in a T-75 cell culture flask (10062–860, VWR) and incubated at 37°C in 5% CO_2_. Media was changed after 2 h and again after 24 h. For *in vitro* studies, fibroblasts were used at passage 1 and serum-starved in DMEM/F12 GlutaMax media (ThermoFisher) without any supplementation prior to treatment with TGFβ (10 ng/ml, PeproTech, 100–21), bFGF (20 ng/ml, PeproTech, 100–18C), IL-1β (15 ng/ml, PeproTech, 200–01B), or TNF-α (10ng/ml, PeproTech, 300–01A). When appropriate, TAK1 inactivation in isolated cardiac fibroblasts from TAK1^fl/fl^ mice was induced prior to ligand stimulation with ad-CMV-iCre (Vector Biolabs, 1045) or vector control ad-CMV-LacZ (Vector Biolabs, 1080). Following 48 hr of virus transduction, cells were given a 48 hr rest period prior to experimental treatments.

### SUnSET assay:

Following experimental treatment, 1μM of puromycin (Millipore, P8833) was added to the cell culture medium for 30 mins prior to conditioned medium collection. Newly synthesized and secreted puromycin-labeled proteins were detected through immunoblot visualization using primary antibody anti-puromycin (1:10,000, Millipore, MABE343).

### Experimental animals and diets:

Experimental protocols were reviewed and approved by the University of Louisville Institutional Animal Care and Use Committee, and all animal studies were completed in compliance with the *Guide for the Care and Use of Laboratory Animals*. A fibroblast-specific TAK1 knockdown model was developed by crossing *Col1a2-Cre*^*ERT*+/−^ mice (Jackson Laboratory) with TAK1^fl/fl^ mice. All mice were on a C57BL/6J background and genotype was determined by tail DNA PCR. Animals were housed in a pathogen-free facility under controlled conditions (24°C, 44–65% relative humidity, 12-hour light/dark cycle) and maintained on standard chow diet purchased from LabDiet (Cat: 5010). For inactivation of TAK1, mice where either given i.p. injections of tamoxifen (75 mg/kg body weight, Sigma-Aldrich, T5648) for 5 days followed by a 5-day washout period or fed a chow containing tamoxifen (~400 mg/kg diet, Envigo, TD.130859) for 2 weeks followed by a 1-week washout period prior to experimental intervention.

### Non-reperfused myocardial infarction:

In a dedicated laboratory space, adult, 12-week-old, male and female Cre^+^/TAK1^fl/fl^ and TAK1^fl/fl^ littermate mice were acclimated for at least 1 h prior to non-reperfused myocardial infarction, as described. ^34,35^ Briefly, mice were first anesthetized through intra-peritoneal injections of (pentobarbital, 50 mg/kg; ketamine, 50 mg/kg) before surgery. Subsequently, they were orally intubated and ventilated with oxygen. Using a 7–0 silk suture, the left coronary artery was permanently ligated and then the chest wall was sutured closed. Mice were extubated only after the recovery of spontaneous breathing, and analgesia (meloxicam, 20 mg/kg) was provided prior to the recovery as well as once a day at 24 and 48 h post-surgery. The surgeon was blinded to mouse genotype. Echocardiography confirmation of infarction was required for inclusion in subsequent analysis.

### Transverse Aortic Constriction:

In a dedicated laboratory space, adult, 12-week-old, male and female Cre+/TAK1^fl/fl^ and TAK1^fl/fl^ littermate mice were acclimated for at least 1 h prior to transverse aortic constriction surgery, as described.^36–38^ Briefly, mice were anesthetized with 50 mg/kg ketamine + 50 mg/kg pentobarbital and maintained with 1% isoflurane. Chords were visualized, and mice orally intubated using PE-60 tubing and maintained under anesthesia with an isoflurane vaporizer supplemented with oxygen. A skin incision was made left of the midline skin to expose the chest. Using a cautery tip, a small incision was made between the 3^rd^ and 4th rib on the left side of the chest. A 7–0 silk suture was then looped around the aorta between the brachiocephalic and left common carotid arteries. The suture was tied around a 27G needle to occlude the aorta. The needle was quickly removed, and constriction was visualized before the chest was closed with a 4–0 monofilament suture. Mice were extubated upon recovery of spontaneous breathing and allowed to recover in a warm clean cage. Analgesia (meloxicam, 20 mg/kg) was provided prior to the recovery as well as once a day at 24 and 48 h post-surgery. The surgeon was blinded to mouse genotype. Only mice with a trans-constriction pressure gradient of ≥40 mmHg were considered for subsequent analysis.

### Post-operation Animal Care:

Research team and veterinary staff monitored the animals twice daily during the 1^st^ week after surgery and then twice weekly throughout the duration of the study. Health was gauged by temperature, body weight, food and water intake, and general assessment of respiratory status, ambulation, arousal, posture and surgical site healing. Indications for euthanasia include loss of body weight (≥15%), respiratory stress, suture site dehiscence, hunched posture, surgical site infections, vocalization to touch, or other clinical signs of distress as listed in the University of Louisville Institutional Animal Care and Use Committee Humane Endpoints Policy.

### Echocardiography Acquisition and Analysis:

Cardiac structure and function were assessed through transthoracic echocardiography (Vevo 3100, Visual Sonics) while under anesthetic (isoflurane) at the designated times. Ventricular wall thickness was obtained with M-mode images through parasternal long axis (PLAX) view. Reported measurements included left ventricular (LV) interior diameter (LVID), LV mass (corrected), LV posterior wall thickness, and LV anterior wall thickness near the border zone. Each parameter was the cumulative average of four measurements and LV mass (corrected) was calculated from the formula: (1.053 × [(LV interior diameter;d + LV posterior wall;d + intravenous septum;d)^3^ – LV interior diameter;d^3^]) × 0.8 (d = diastole). Additionally, for uninjured and TAC hearts, two-dimensional images viewed in B-Mode from the parasternal long axis (PLAX) was used to make measurements for left ventricular end-diastolic volume (LVEDV), left ventricular end-systolic volume (LVESV), stroke volume (SV), cardiac output (CO), ejection fraction (EF), and heart rate (HR). Six measurements were taken and averaged for final outputs. For myocardial infarction studies, Simpson’s method B-mode with PLAX and apical view was used to obtain images for measuring volumetric (LVEDV, LVESV) and cardiac performance (SV, CO, EF, HR) indices with five measurements taken at three different ventricular planes and averaged. An apical four chamber view in Pulsed Wave (PW) Doppler was used for measurement of isovolumic relaxation time (IVRT) for all studies, reported values were averaged from nine individual measurements. The sonographer and analyzer were blinded to mouse genotype.

### Histopathology and scar quantification:

At the conclusion of the study, hearts were excised and arrested in diastole with ice-cold 2% potassium chloride. Each heart was then sectioned into 2-mm cross-sectional segments and fixed in 10% formalin prior to being embedded in paraffin, sectioned (4 μm), and mounted. Slides were then deparaffinized and rehydrated before staining. Picrosirius red staining (Picric Acid, Sigma, P6744; Direct Red 80, Sigma, 365548) was used to detect collagen in intact sections from base to apex. Sections were visualized using the Keyence Imaging System. Acquired images were then analyzed using the Keyence BZ-X800 analyzer. The microscopist was blinded to group assignments. Furthermore, total scar size (mass in mg) was calculated by summation of scar masses corresponding to each transverse myocardial segment (base to apex; 4 segments per heart): scar mass (mg) = [section mass (mg)] × [scar area (μm^2^)/section area (μm^2^)]. Infarct width was manually measured via ImageJ in midpapillary level sections.

### Western Blot Analysis:

Following experimental treatments, conditioned medium was collected and total protein was harvested after washing cells with ice-cold PBS. PBS was aspirated and cells were then scraped with a rubber policeman in lysis buffer (20 mM HEPES, 110 mM KCl, 1 mM EDTA, 1% IGE-PAL, and 0.1% SDS, pH 7.0) containing protease inhibitor cocktail (Sigma-Aldrich, P8340). The cell lysates were incubated on ice for 30 min and then centrifuged at 20,000*g* for 20 min. The supernatants were then carefully removed and saved for total protein measurements (Lowry assay) and Western blotting.

Conditioned medium and cell lysate protein samples were mixed with Laemmli sample buffer (125 mM Tris-HCl, 10% SDS, 50% Glycerol, 0.05% Bromophenol Blue, pH 6.8) and incubated at 95°C for 5 min. Each sample was then loaded on a 7.5% acrylamide/bis SDS-PAGE gel for electrophoresis at 120 V. SDS-PAGE-resolved proteins were then transferred overnight onto a PVDF membrane (Cytiva, 10600021) at 4°C at 20 V for 16 h. Subsequently, membranes were blocked for 1 h at room temperature with Tris-buffered saline containing Tween-20 (TBS-T) and 5% bovine serum albumin (Sigma-Aldrich, A7906). Membranes were probed with primary antibodies overnight at 4°C. The following day, membranes were washed three times using TBS-T and then incubated with secondary antibody for 1.5 h. Membranes were then washed three times with TBS-T before exposure to Pierce^™^ ECL Plus Western Blotting Substrate (Thermo Scientific, 32132) and imaging on a ChemiDoc imager (BioRad). Protein was normalized to total lane protein with an amido black stain, and parallel blots were normalized to an anchor protein. The primary antibodies used include: anti-COL1A1 (1:20,000; Thermo Fisher, PA5–29569), anti-Periostin (1:5,000; Millipore, ABT253), anti-α-smooth muscle actin (1:30,000; Cell Signaling, 19245S), anti-MMP3 (1:2,000, Invitrogen, MA5–42477), anti-COX2 (1:2,000, Cell Signaling, 12282), anti-iNOS (1:2,000, Millipore, 06–573), anti-TAK1 (1:500, Cell Signaling, 5206), anti-p-NFκB p65 (1:1,000) Cell Signaling, 3033), anti-NFκB p65 (1:1,000, Cell Signaling, 8242), anti-p-SAPK/JNK (1:1,000, Cell Signaling, 4668), anti-SAPK/JNK (1:1000, Cell Signaling, 9252), anti-p-p38 (1:5,000, Cell Signaling, 4511), anti-p38 (1:5,000, Cell Signaling, 8690), anti-IκBα (1:2,000, Cell Signaling, 9242), anti-p-Smad3 (1:2,000, Cell Signaling, 9520), anti-Smad3 (1:2,000, Cell Signaling, 9523T). Secondary antibody included anti-rabbit IgG HRP-linked (1:2,500; Cell Signaling, 7074) and anti-mouse IgG HRP-linked (1:2,500; Cell Signaling, 7076).

### Flow Cytometry:

Post-MI hearts were harvested, and PBS was perfused through the aorta for 5 min. Following, the aorta, atria, and excess adipose was excised from the ventricles. The tissue was then finely minced with a razor blade and digested in PBS with collagenase II (1200 U/mL, Worthington Biochemical) with gentle agitation for 45 min at 37°C. Collagenase was deactivated by washing with PBS and cells were further separated using a 30% Percoll gradient (Sigma Aldrich, P4937). After centrifugation, debris was aspirated, and cell pellets were washed with PBS. Cells were stained with antibodies for 30 min at 4°C in the dark: APC anti-mouse Ly6C (Biolegend, 128016), BV 421 anti-mouse CD192 (Biolegend, 150605), PE anti-mouse CD64 (Biolegend, 139304), PE-Cyanine7 monoclonal antibody CD45 (Thermo Fisher, 25–0451-82), FITC monoclonal antibody MHC class II I-Ab (Thermo Fisher, 11–5320-82). Finally, cells were washed twice with PBS and resuspended in 1 mL of PBS for flow cytometry. Immune cells were first gated as CD45^pos^ followed by monocytes as CD64^pos^CCR2^pos^MHCII^lo^ and neutrophils through an exclusion criteria^18^. Monocyte-derived macrophages were gated as CD64^pos^CCR2^pos^MHCII^pos^ while resident macrophages were defined as CD64^pos^CCR2^neg^MHCII^pos^. Subsequent data analysis was completed using Flowjo, LLC.

### Hyaluronan Isolation, Sizing, and Analysis:

Hyaluronan was isolated as described^39,40^, with slight modifications. For cultured fibroblast media, hyaluronan (HA) was isolated from conditioned media of treated fibroblasts. Proteins were digested using 1´ proteinase K (Invitrogen, 25530015) at 60°C for 4 h and first precipitation was done with 200 proof ethanol at −20°C (Day 1). Samples are then washed with 75% ethanol, resuspended in 100 mM ammonium acetate (Sigma Aldrich, A1542) and nucleic acids were digested with Benzonase (EMD Millipore, 70664–3 25 U/μl) at 37°C (Day 2). Second precipitation was done with 200 proof ethanol and samples were washed with 75% ethanol. Samples were air-dried, resuspended in 100 mM ammonium acetate (Sigma Aldrich, A1542) and incubated at 4°C (Day 3). Samples were lyophilized and resuspended in 10 M formamide (Sigma Aldrich, F9037) and incubated at 4°C (Day 4). A 1% agarose gel was made with 1´ TAE was used to size HA. After casting, gel was pre-run in 1´ TAE for 6 h at 80 V to remove impurities. Loading buffer (0.2% bromophenol blue (Sigma Aldrich, B0126) in 10 M formamide) was added to each sample and HA^HMW^ (R&D Systems, GLR002) positive control. Samples were run on gel in 1´ TAE at 100 V for 2.5–3.0 h and equilibrated in 30% ethanol for 1 hour before being stained with 1 mL of 400´ stock stains-all solution (12.5 mg of stains-all (Sigma Aldrich, E9379) to 5 mL of 200 proof ethanol) in 400 mL of 30% ethanol in the dark, overnight (Day 5). Gels were equilibrated in dd-water for 1 h in the dark and destained under ambient light on the bench for 15–20 min. Color images were taken on an EPSON flatbed scanner for presentation purposes. Image for quantitation was taken using a Bio-Rad ChemiDoc using the Stain-Free setting. Stain-Free images were analyzed using Fiji-Image J.

### Multiplex analysis, MD44:

To profile secreted proteins in the conditioned medium, we used Luminex^®^ xMAP^®^ technology to quantitatively and simultaneously detect forty-four mouse cytokines, chemokines and growth factors. The multiplexing analysis was performed by Eve Technologies Corporation (Calgary, Alberta, Canada) using the Luminex^®^ 200^™^ system (Luminex Corporation/DiaSorin, Saluggia, Italy) with Bio-Plex Manager^™^ software (Bio-Rad Laboratories Inc., Hercules, California, United USA). Forty-four markers were measured in the samples using two separate Eve Technologies’ panels, as per the manufacturer’s instructions for use: Mouse Cytokine/Chemokine 32-Plex Discovery Assay^®^ Array (MD32) (MILLIPLEX^®^ Mouse Cytokine/Chemokine Magnetic Bead Panel Cat. #MCYTOMAG-70K, MilliporeSigma, Burlington, Massachusetts, USA) and Mouse Cytokine/Chemokine 12-Plex Discovery Assay^®^ Array (MD12) (MILLIPLEX^®^ Mouse Cytokine/Chemokine Magnetic Bead Panel II Cat. # MECY2MAG-73K, MilliporeSigma, Burlington, Massachusetts, USA). Assay sensitivities of these markers range from 0.3 – 30.6 pg/mL. Individual analyte sensitivity values are available in the MilliporeSigma MILLIPLEX^®^ protocols.

### Lipid mediator quantification by targeted liquid chromatography-tandem mass spectrometry (LC-MS/MS): Lipid mediator quantification by targeted liquid chromatography-tandem mass spectrometry (LC-MS/MS):

To quantify lipid mediators, 6 mL of culture media collected from 6×10^5^ cardiac fibroblast was immediately frozen following IL-1β treatment and stored at −80°C. Before performing solid phase extraction, samples were thawed and concentrated to 300 μL under a steady stream of N_2_ gas at 37°C using a Turbovap (Biotage, Uppsala, Sweden) and stored at −80°C following the addition of 600 μl of HPLC-grade MeOH. On the day of extraction, 100 μL of HPLC-grade MeOH containing 500 pg of deuterium-labeled internal standards (i.e. Resolvin D_2_-d_5_, Resolvin D_3_-d_5_, Maresin 1-d_5_, Maresin 2-d_5_, Lipoxin A_4_-d_5_, Resolvin E_1_-d_4_, 5(S)-HETE-d_8_, 15(S)-HETE-d_8_, (+)11(12)-EET-d_11_, 15-deoxy-Δ12,14-Prostaglandin J_2_-d_4_, Prostaglandin E_2_-d_4_, and Leukotriene B_4_-d_4_) were added to calculate extraction efficiency. Protein precipitates were pelleted by centrifuging samples at 6,200 RCF for 10 min at 4°C and supernatants were transferred into 12 mL borosilicate glass round-bottom tubes and concentrated to 200 μL total volume. Samples were acidified by the addition of pH 3.5 HPLC-grade H_2_O. Using an Extrahera automated extraction system (Biotage, Uppsala, Sweden), samples were promptly loaded onto Biotage ISOLUTE C18 SPE columns (cat. no. 220–0020-c, Biotage, Uppsala, Sweden), which had been pre-equilibrated with 3 mL of HPLC-grade MeOH and 3 mL HPLC-grade H_2_O. After samples were loaded, columns were then neutralized with 5 mL of HPLC-grade H_2_O and subsequently treated with 5 mL of HPLC-grade hexane to remove neutral lipids. Lipid mediators of interest were then eluted and collected by the addition of 5 mL HPLC-grade methyl formate. Samples were dried to completion with a gentle stream of N_2_ gas using a Biotage TurboVap Classic and immediately resuspended in 50 μL of HPLC-grade MeOH:H_2_O (50:50 v/v). LC-MS/MS analysis was carried out on samples using a Kinetex Polar C18 HPLC column (100 mm length x 3 mm diameter; 2.6 μm particle size; 100 Å pore size) (cat. no. 00D-4759-Y0, Phenomenex, Torrance, CA, USA) maintained at 59.0°C using a Shimadzu LC-20AD with a SIL-20AC autoinjector (Shimadzu, Kyoto, JP), coupled to a 5500 Qtrap (Sciex, Toronto, ON, Canada) as described before^41^. Targeted LC-MS/MS analysis was carried out first by gradient elution of lipid mediators with a constant 0.5 mL/min mobile phase delivery, initially consisting of 45:55:0.01 (v/v/v) methanol:water:acetic acid, which was then ramped up to 80:20:0.01 over 16.5 min, and then to 98:2:0.01 over the next 2 min. The 5500 Qtrap was operated in negative polarity mode. All data were acquired using Analyst v1.7.1 and analyzed with Sciex OS-Q v3.0.0.3339 software (Sciex). Each analyte was identified using multiple reaction monitoring (MRM) and enhanced product ion (EPI) scans (Supplemental Tables S2-S4) with retention time (RT) matching to synthetic standards (Fig. 2F). A given chromatographic peak was quantified if the following criteria were met: (1) RT was within ± 0.1 min of the synthetic standard’s RT; (2) chromatographic peak was composed of at least 5 points across baseline; (3) MS/MS spectra at the appropriate RT contained at least 6 diagnostic ions; (4) signal-to-noise ratio (SNR) was greater than 3; (5) the calculated analyte concentration was greater than the empirically-determined LLOD and LLOQ for the respective analyte. Sciex OS-Q Autopeak Integration Algorithm was used to integrate peaks and to generate peak area and SNR values.

Determination of the lower limit of detection (LLOD) and lower limit of quantitation (LLOQ) was carried out as recommended by the International Council for Harmonization analytical guideline Q2 (R2) (https://www.ich.org/page/quality-guidelines). Briefly, for all analytes, calibration standards (Cayman Chemical Company, Ann Arbor, MI, USA) were prepared by mixing twelve synthetic standards with a beginning concentration of 100 pg/μl (Standard 1) and serially diluted in HPLC-grade methanol (Sigma-Aldrich) by 1:2 dilution to a final concentration of 0.048 pg/μl (Standard 12). For each standard, an injection volume of 5 μl was used. At least 5 independent injections of each standard were used to generate data to determine LLOD and LLOQ for each analyte. From the accumulated data, the slope (S) of the calibration curve and the standard deviation (σ) of the y-intercept, which represents the blank condition, were calculated. LLOD and LLOQ were calculated using 3.3*σ/S and 10*σ/S, respectively.

An MS/MS spectra matching library was generated using Sciex OS LibraryView v1.4 (Sciex). To generate this library, 5 μl of synthetic standards at concentrations of 100pg/μl, 6.25pg/μl and 0.195pg/μl were injected to create a range of concentration-based MS/MS reference spectra that were added to the LibraryView database. This lipid spectra library was selected as part of the Sciex OS Process Method Library Search function. The search utilized the Smart Confirmation Search and Fit sorting options. The algorithm parameters Precursor Mass Tolerance and fragment Mass Tolerance were both set to ± 0.7Da. The Use Polarity Intensity Threshold option was set to 0.03. For each chromatographic peak quantified, a library matching score was generated and used to confirm the proper identification of the analyte based on reference MS/MS spectra.

To determine pg of analyte in each sample, first, a 12-point calibration curve was created for each analyte in the standard mix by using a ratiometric method. With this method, a fixed (500) pg amount of internal deuterated standard (IS) was mixed with decreasing amounts of each synthetic standard, namely – 500, 250, 125, 62.5, 31.25, 15.63, 7.81, 3.91, 1.95, 0.98, 0.49, or 0.24 pg. The ratio of the peak areas was calculated and used as the Y-axis value, while the ratio of known pg of IS to synthetic standard on each calibration curve sample was used as the X-axis value to generate a calibration curve. All biological samples were spiked with the same pg of deuterated internal standards before extraction, and the peak area ratios of IS and analytes were calculated, and subsequently fitted into the calibration curve using a weighted (1/x) linear regression method to obtain pg of analyte in the biological sample. Each pg of analyte value was normalized to volume of starting cell culture media.

### RNA sequencing:

Total RNA was isolated from murine cardiac fibroblast using the Qiagen RNeasy Micro Kit (74004). RNA quality was evaluated using NanoDrop ONEC (Thermo Scientific), and 100 ng of RNA was sent to sequencing technology center for poly-A RNA sequencing. The TruSeq Stranded mRNA Library Prep Kit (Illumina Cat# 20020594) and TruSeq RNA CD Index Plate (Illumina Cat# 20019792) were used to generate a sequencing library. Size, purity, and semi-quantitation were performed on an Agilent Bioanalyzer 2100 system using the Agilent DNA HS Kit. Single-end sequencing was performed on an Illumina NextSeq 2000, using a P3 100 cycle cartridge with a P3 flow cell. Libraries were sequenced with a single 101 cycle read length with 2 index reads of 8bp each. FASTQ files were generated utilizing BaseSpace DRAGEN analysis Version 1.2.1.

### Bioinformatics Analysis:

Quality control (QC) of the raw sequence data was performed using FastQC (version 0.10.0) for each sequencing sample^42^. The sequences were aligned to the mm10 mouse reference genome using STAR version 2.6.^43^ Differential expression of ENSEMBL protein-coding transcripts was performed using DESeq2^44^, and raw counts were obtained from the STAR-aligned bam format files using HTSeq version 0.10.0^45^. The raw counts were normalized using the Relative Log Expression (RLE) method and then filtered to exclude genes with fewer than ten counts across the samples. DESeq2 guidelines were used to identify differentially expressed genes, and all P values were adjusted for testing multiple genes (Benjamini–Hochberg procedure; p≤0.05). RNA-seq data were deposited in the NCBI GEO database under Accession No. GSE290127

### Statistical Analysis:

Data are mean ± SEM. Normality was assessed via Shapiro-Wilk test were appropriate. Statistical analyses were performed using log-rank Mantel Cox test, parametric unpaired student’s t-test, non-parametric Mann-Whitney U test, ordinary one-way ANOVA with Dunnett post-hoc test, or two-way ANOVA with Šidák’s post-hoc test, as appropriate. The null hypothesis was rejected when p < 0.05. All statistical analyses were performed using GraphPad Prism, version 10 (GraphPad Software, La Jolla, California).

## Figures and Tables

**Figure 1:**
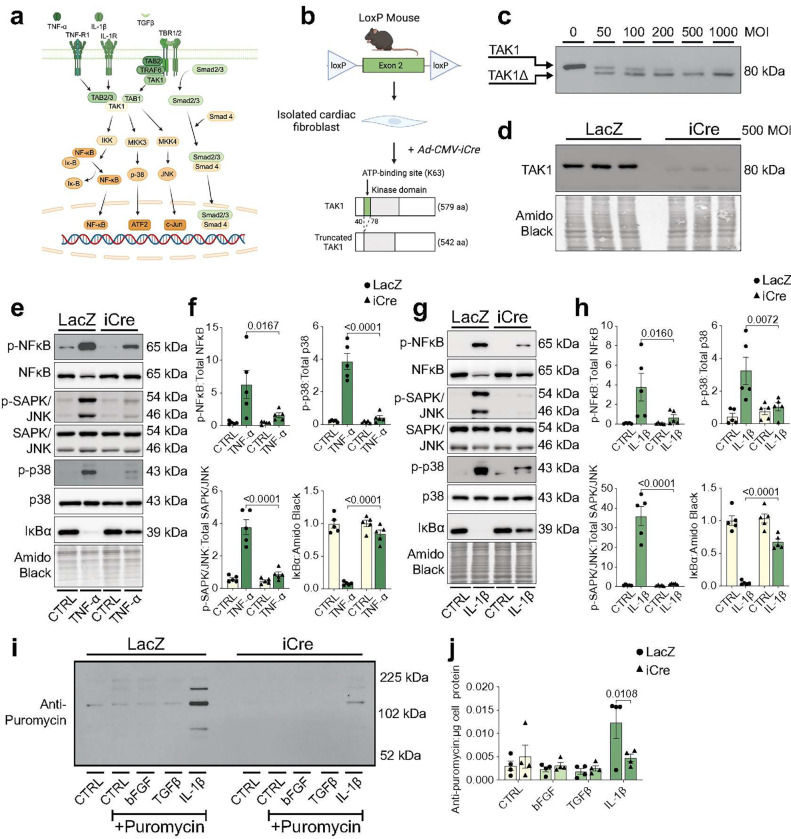
TAK1 propagates inflammatory signaling and regulates the synthesis of secreted proteins in cardiac fibroblasts. **a,** Illustration of TAK1 signaling. **b,** Schematic of TAK1 conditional allele with LoxP sites flanking exon 2. Cre recombination yields a truncated TAK1 product. **c, d,** Validation of Cre-mediated TAK1 truncation (TAK1Δ) in isolated TAK1^*fl/fl*^ cardiac fibroblasts 3 (**c**) and 7 (**d**) days after adenovirus (Ad-CMV-iCre) treatment. **e–h,** Representative immunoblots and densitometry of inflammatory and stress signaling proteins in control (Ad-CMV-LacZ) or iCre-pretreated TAK1^*fl/fl*^ cardiac fibroblasts. fibroblasts were treated without or with TNF-α (**e, f**) or IL-1β (**g, h**) for 30 min prior to cell lysis and collection. **i, j,** Evaluation of puromycin-tagged proteins in conditioned medium from control or TAK1 deficient fibroblasts following 48 h of ligand stimulation. Data are mean ± SEM. For **d**–**j**, n = 3–5 biological replicates per group. Statistical procedures: (**f,h,j**) two-way ANOVA with Šidák’s post-hoc. Experiments and blots were processed in parallel and normalized to an anchor protein. Schematics in **a**,**b** were created using BioRender (https://biorender.com).

**Figure 2:**
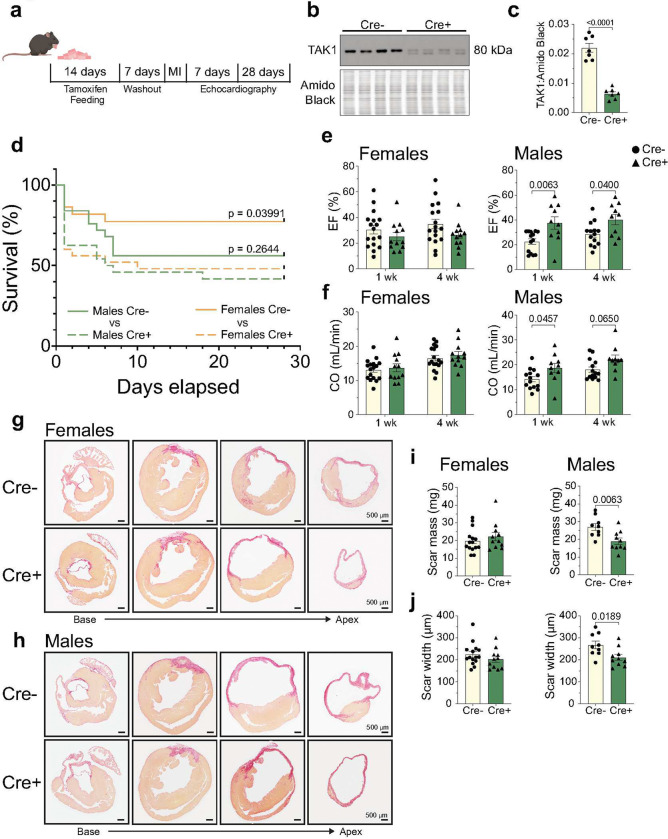
Fibroblast TAK1 deletion attenuates adverse structural and functional cardiac remodeling following myocardial infarction in male mice. **a,** Experimental scheme of mice subjected to MI injury with echocardiography acquisition at 7 and 28 d post-MI. **b,c,** Representative immunoblot (**b**) and densitometric quantification (**c**) of TAK1 knockdown from cardiac fibroblasts isolated from tamoxifen-treated mice. Proteins were normalized to amido black signal from stained membranes. n = 3–4 independent biological replicates per group, with males and females pooled. **d,** Kaplan-Meier survival curves for Cre^−^ and Cre^+^ TAK1^*fl/fl*^ male (n = 49; 25 Cre^−^, 24 Cre^+^) and female (n = 47; 22 Cre^−^, 25 Cre^+^) mice following MI. **e,f,** Echocardiographic quantification of ejection fraction (EF; **e**) and cardiac output (CO; **f**) at 1 and 4 wk post-MI for female and male mice. n = 10–17 biological replicates per group. **g–j,** Representative Picosirius red staining of transverse myocardial sections (**g, h**) used for quantification of scar mass (**i**) and width (**j**) from infarcted hearts. n = 9–15 biological replicates per group. Data are mean ± SEM. Statistical procedures: Normality was assessed via Shapiro-Wilk test. (**c**) Parametric unpaired student’s t-test. (**d**) log-rank (Mantel-Cox) test. (**e, f**) two-way ANOVA with Šidák’s post-hoc. (**i, j**) Parametric unpaired student’s t-test or non-parametric Mann-Whitney U test were used as appropriate. Schematics in **a** were created using BioRender (https://biorender.com).

**Figure 3:**
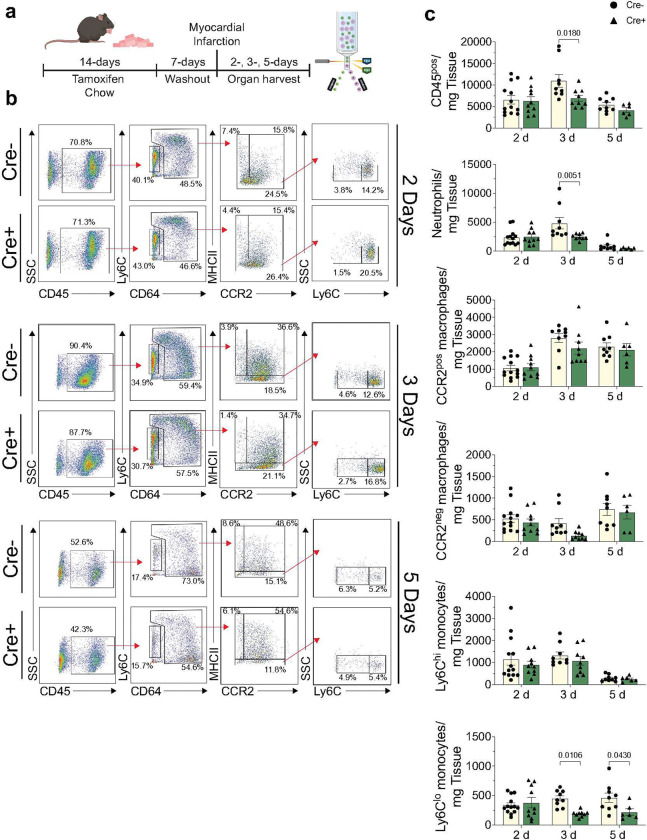
Fibroblast TAK1 deletion diminishes the abundance of immune cells in the heart following MI. **a,** Schematic of study design assessing cardiac immune cell abundances 2, 3, and 5 d post-MI. **b,** Flow cytometric gating strategy for identification and quantification of immune cell populations. **c,** Populations were quantified and normalized to wet tissue weight. n = 6–13 biological replicates per group. Data are mean ± SEM. Statistical procedures: two-way ANOVA with Šidák’s post-hoc. Schematics in **a** were created using BioRender (https://biorender.com).

**Figure 4:**
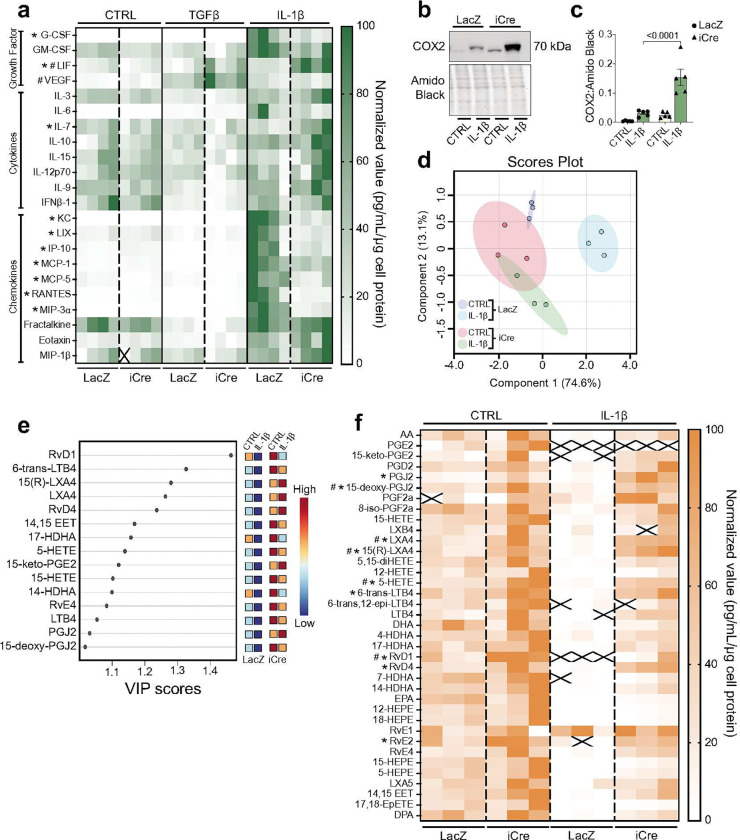
The IL-1β-mediated fibroblast secretome is coordinated via TAK1 signaling. Isolated cardiac fibroblasts transduced with LacZ or iCre adenovirus were treated with TGFβ or IL-1β for 48 h prior to conditioned medium collection. **a,** Heat map illustrating secreted proteins measured using quantitative cytokine/chemokine assay array (MD44; Evetechnologies). X = outside of standard curve, n = 4 male biological replicates per group. **b, c,** Representative immunoblot (**b**) and densitometry quantification (**c**) of cyclooxygenase 2 (COX2) abundance from TAK1^*fl/fl*^ and TAK1Δ fibroblasts following 48 h of IL-1β stimulation. Data are mean ± SEM. Proteins were normalized to amido black signal from stained membranes. n = 5 male biological replicates per group. **d–f,** Conditioned medium was collected for LC-MS/MS analysis of secreted lipid mediators: PLS-DA plot (**d**), VIP score plot (**e**), and heatmap (**f**). n = 3 male biological replicates per group. Statistical procedures: (**a, c, f**) two-way ANOVA with Šidák’s post-hoc test; (**a**) *^#^ p<0.05, *IL-1β (LacZ vs iCre), ^#^TGFβ (LacZ vs iCre); (**f**) *^#^ p<0.05, *IL-1β (LacZ vs iCre), ^#^CTRL (LacZ vs iCre).

**Figure 5:**
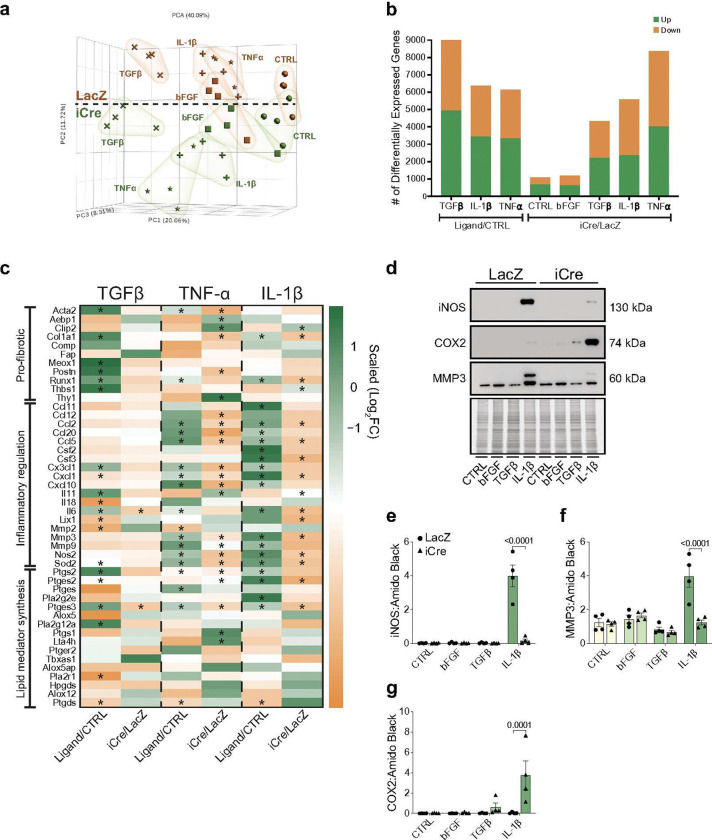
TAK1 controls acquisition of an inflammatory fibroblast phenotype. **a,** Principal component analysis of gene expression from LacZ or iCre transduced cells following 24 h of ligand stimulation. **b,** Plot indicating the number of differentially expressed genes across comparison groups (log_2_FC > 0; q-value < 0.05). **c,** Heat map visualization of the log_2_FC values for genes associated with fibrotic processes, inflammatory regulation, and lipid mediator synthesis. *q < 0.01. **d–g,** Representative immunoblots (**d**) and densitometric quantification (**e–g**) of iNOS, COX2, and MMP3 levels from TAK1^*fl/fl*^ and TAK1Δ fibroblasts following 48 h of ligand stimulation. Data are mean ± SEM. Proteins were normalized to amido black signal from stained membranes. Experiments and blots were processed in parallel and normalized to an anchor protein. For **a–g**, n = 4 male biological replicates per group. Statistical procedures: (**e–g**) two-way ANOVA with Šidák’s post-hoc test.

How the deposited data were processed for this re-analysis (not part of the article)

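RNA was sequenced from mouse cardiac fibroblasts of TAK1 fl/fl hearts that carried LacZ or iCre adenovirus and received no ligand, bFGF, TGFβ, IL-1β or TNFα for 24 h, with 4 replicates in each of 10 groups. The authors deposited raw read counts per Ensembl gene for the 40 libraries, made from single-end reads with FastQC, STAR on mm10 and HTSeq, without normalization or filtering. The strand setting and the annotation release are not named in the paper's text. Of the gene identifiers, 52133 were in the GENCODE M21 annotation, and they held 99.59% of the counts. No counts were found for 22066 genes in any library, and 8138 others had fewer than 10 counts in total. The remaining 25210 genes were tested, of which 16762 were protein-coding and held 98.84% of the counts. Total counts per library lay between 25360947 and 66160732, and group medians between 28291160 and 52812234. Reads were counted without molecular identifiers, so counting error is the lower limit of the error of each value.

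Groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM normalization, 4 libraries against 4), and p-values were adjusted by the Benjamini-Hochberg procedure with a threshold of 0.05. Interactions of a ligand with TAK1 deletion were tested in the same way over 16 libraries. Gene sets were tested with camera of limma 3.58.1, which ranks a set against all other genes tested, at an inter-gene correlation of 0.01. Distances between centroids in principal components were tested with two-sided exact permutation tests over 70 assignments. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used for tables. Genes were named by a rule set before the data were examined. It covers the genes of Fig. 5c and of the results text, markers of fibroblasts and other cells, genes of the sex chromosomes, the genes for secreted proteins of Fig. 4a, the 3 genes with the largest change in each direction for TGFβ, IL-1β and TNFα among those with a mean of at least 1 CPM and no overlap between groups, and the members of gene families with the largest changes.

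The alternatives set before the data were examined were the DESeq2 1.42.0 Wald test, RLE normalization, the filterByExpr filter, no filter, leaving out each replicate number, a block for the replicate number, a covariate for the range of library numbers, all 40 libraries in a single fit, protein-coding genes only and a minimum log2 fold change of 1. For principal components, genes were also centred without scaling, for all genes or the 500 with the largest variance. Markers were also scaled by the raw library size, and IL-1β and TNFα were also compared with separate control libraries. Induced genes were also chosen at a log2 fold change of at least 2, or on 2 replicate numbers and measured on the other 2. For gene sets, the inter-gene correlation was also estimated from the data. A correction for GC content, alone or with the replicate block, was chosen after seeing the data. It fits, in each library, a smooth trend of the deviation of log2 CPM on the GC content of the longest transcript, and uses it as an offset for 24970 genes with a GC content.

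The tests were checked on simulated data with 200 changed genes among 25210. The test of groups recovered 167 of them (83.5%) with 4 false calls among 171, and the interaction test recovered 132 (66%) with 7 false calls among 139. The simulated counts had the same dispersion in every gene, changes of at least 1 on the log2 scale and no effect of the replicate number. The shares recovered therefore do not carry over to the real libraries, where same-numbered ones resembled each other. With a simulated GC bias, 263 of 444 calls were false before correction and 4 of 182 after it. Mouse experiments, protein, lipid and cytokine measurements are not analysed here.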

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

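The tests by replicate number and the relabellings behind the interactions were chosen only after the results were seen, as were the tests of library number range, transcript length and macrophages.

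Dixon's test of the highest or lowest library of a group was run on 120 groups of 4 libraries, for 11 genes and the total counts, and 12 groups exceeded its critical value. By chance 6 would be expected, and 4 of the 12 are *Csf2* values of 0.0177, 0.15, 0.0379 and 0.0348 CPM, which rest on at most 5 counts each. Total counts of 45258832 in iCre CTRL replicate 3 and of 66160732 in iCre bFGF replicate 2 were the highest of their groups, and scaling by library size removes such differences from the values compared. No biological explanation was tested for these values.

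*Map3k7* was lowest in replicate 2 of iCre fibroblasts with TGFβ, at 126 CPM, and the same replicate number was lowest in 8 of the other 9 groups. *Ptgs2* was lowest in replicate 1 of LacZ fibroblasts with bFGF (17.1 CPM) and of iCre fibroblasts with TGFβ (414 CPM), and replicate 1 was lowest in 9 of the other 9 groups in both cases. *Ptgs2* was highest in replicate 2 of LacZ fibroblasts with TNFα (112 CPM), and replicate 2 was highest in 5 of the other 9 groups. *Nos2* was highest in replicate 2 of iCre fibroblasts with TNFα (0.333 CPM), with replicate 2 highest in 4 of the other 9 groups, which does not settle the question. *Col1a1* was lowest in replicate 4 of iCre fibroblasts with TGFβ (19800 CPM), and replicate 4 was lowest in 1 of the other 9 groups, so that the replicate number does not account for it. Differences between fibroblast preparations may account for the values of *Map3k7* and *Ptgs2*. The paper describes 4 male biological replicates per group, but its text does not name what a shared replicate number means, so cells and handling cannot be told apart.

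The effect of TAK1 deletion differed between treatments in interaction tests, with 1138 genes for TGFβ, 1943 for IL-1β and 4054 for TNFα, against CTRL. When LacZ and iCre were swapped within same-numbered pairs of the ligand libraries, 1 of 8 relabellings, the real one, gave as many genes for each of these ligands, and the others gave at most 1. For bFGF, 0 genes passed (765 at an unadjusted p-value of 0.05), so that 8 of 8 relabellings gave as many. With 8 relabellings the share cannot fall under 0.05. With both the replicate block and the correction for GC content, 827 genes passed for TGFβ, 3131 for IL-1β and 5454 for TNFα. With the block alone these counts were 2027, 4255 and 6333. Without the block, the correction took them from 1138 to 258, from 1943 to 1058 and from 4054 to 3070. The correction thus lowered each count, and GC content may account for part of the interactions for IL-1β and TNFα but not for all of them. For TGFβ, where the count with the block went from 2027 to 827, how much of the count GC content accounts for remains open.

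Comparisons that the paper does not report gave 2934 genes for bFGF against CTRL in LacZ fibroblasts, and in iCre fibroblasts 610 for bFGF, 9438 for TGFβ, 4098 for IL-1β and 6817 for TNFα. For each of these 5 comparisons, and for TGFβ, IL-1β and TNFα in LacZ fibroblasts, 1 of the 8 splits that part the same-numbered libraries, the real one, gave as many genes, and the others gave 0. The other 27 splits keep same-numbered libraries together more often and part at most 2 pairs, and they gave at most 5 genes. A design with 8 such splits cannot give a share under 0.05.

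For iCre against LacZ fibroblasts, 1 of 8 such splits gave as many genes in CTRL and with TGFβ, IL-1β and TNFα, and 8 of 8 with bFGF, where 0 genes passed (2585 at an unadjusted p-value of 0.05). In CTRL, another of the 27 remaining splits gave 316 genes, more than the 19 of the real one, and with bFGF they gave up to 386. In both treatments this was the split that parts the libraries of replicate 1 from those of replicate 2 and separates iCre from LacZ in replicates 3 and 4 alone. Replicate 1 also holds another range of library numbers, so that replicate and library range cannot be told apart in it. With both the replicate block and the correction for GC content, 3671 genes passed in CTRL, 3413 with bFGF, 2331 with TGFβ, 5648 with IL-1β and 6933 with TNFα. With the block alone they were 3655, 3492, 5238, 7438 and 8121. Without the block, the correction took the counts from 2111 to 320 with TGFβ, from 4064 to 2325 with IL-1β and from 6894 to 5504 with TNFα. GC content may account for part of the counts with IL-1β and TNFα but not for all of them. With TGFβ, where the count with the block went from 5238 to 2331, its share remains open.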

How the results depend on the processing

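The corrections for GC content were chosen only after the results were seen, and the other alternatives before the data were examined; the cause of a change was not tested unless a value below shows it. Of the 137 pairs of a named gene and a comparison, 12 were added after their values were seen, most of them because calls differed from Fig. 5c, so that the counts of changes include pairs chosen on their outcome. Across the 137 pairs, 1272 of 1356 values kept their direction and their side of the threshold, 24 no longer passed, 58 passed in addition and 2 reversed. The reversed values are those of *Col1a1* between iCre and LacZ fibroblasts with TGFβ, −0.19 after correction for GC content and −0.18 with the replicate block in addition, neither of which passed.

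With DESeq2, 1346 genes passed between iCre and LacZ fibroblasts in CTRL (751 higher and 595 lower), 481 with bFGF and 3788 with TGFβ. It gave 4672 genes for bFGF against CTRL in LacZ and 1998 in iCre fibroblasts (1138 higher and 860 lower), and interactions of 2187 genes for TGFβ (815 higher and 1372 lower) and 2943 for IL-1β. With all 40 libraries in a single fit, 406 genes passed between iCre and LacZ in CTRL (236 higher and 170 lower), 453 with bFGF and 3571 with TGFβ (1722 higher and 1849 lower), 1522 for bFGF in iCre fibroblasts, and 1 *Mmp* gene was raised by TNFα and lower in iCre. In CTRL the count was 46 with filterByExpr (27 higher and 19 lower), 39 without a filter (20 and 19), 34 among protein-coding genes (16 and 18) and 161 with the covariate for library numbers (88 and 73), and without a filter it was 2 with bFGF.

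Restricted to a log2 fold change of at least 1, ligands changed 4658 genes (TGFβ), 1947 (IL-1β), 2003 (TNFα) and 1168 (bFGF) in LacZ, and 4778, 1009, 2716 and 373 in iCre fibroblasts. The counts for iCre against LacZ were then 10 in CTRL, 403 with TGFβ, 1285 with IL-1β and 2728 with TNFα, and interactions 268 for TGFβ, 508 for IL-1β and 1492 for TNFα.

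With the replicate block, ligand effects in LacZ fibroblasts numbered 8455 genes for IL-1β, 8962 for TNFα and 6880 for bFGF, with 6166 shared by IL-1β and TNFα, and in iCre fibroblasts 8513 for IL-1β and 4207 for bFGF (2340 higher and 1867 lower). For iCre against LacZ, 3655 genes passed in CTRL, 3492 with bFGF, 5238 with TGFβ (2438 higher and 2800 lower) and 7438 with IL-1β. Interactions numbered 2027 for TGFβ, 4255 for IL-1β (1992 higher and 2263 lower) and 6333 for TNFα. Of the induced genes, 119 (TGFβ) and 408 (IL-1β) had negative interactions, and the median difference for TGFβ reversed to 0.01. The families gave 11 *Ccl* and 6 *Mmp* genes for IL-1β and for TNFα 2 *Mmp* genes lower and 2 higher in iCre. The first 3 components held 45.3% of the variance, and the distances were 41.6 in CTRL and 40.4 with bFGF. Removing the replicate effect pairs same-numbered libraries, so that only swaps within pairs remain exchangeable and the permutation test of these distances has no bearing on whether iCre and LacZ differ there.

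With the block and the correction for GC content together, these values were 8472, 9006 and 6824 genes in LacZ, 6198 shared, and 7360 (IL-1β) and 4113 (bFGF, 2176 higher and 1937 lower) in iCre fibroblasts. For iCre against LacZ they were 3671 in CTRL and 3413 with bFGF, and the interaction for IL-1β was 3131 (1475 higher and 1656 lower). Negative interactions among induced genes were 32 (TGFβ) and 382 (IL-1β), the families gave 10 *Ccl* and 6 *Mmp* genes for IL-1β and for TNFα 2 *Mmp* genes lower and 3 higher in iCre, and proteasome genes passed with IL-1β (unadjusted p-value 0.0142 from limma's camera). The variance share was 45.6%, and the distances were 39 in CTRL and 34.9 with bFGF. The correction for GC content alone gave 2471 genes for IL-1β in iCre fibroblasts, 320 between iCre and LacZ with TGFβ, 2325 with IL-1β, and interactions of 258 (TGFβ, 114 higher and 144 lower) and 1058 (IL-1β, 487 higher and 571 lower). It left 9 negative interactions among TGFβ-induced genes, 2 *Tlr* genes lower in iCre with IL-1β, a distance of 66.9 with TGFβ (two-sided exact permutation test, p = 0.0571) and an unadjusted p-value of 0.0157 from limma's camera for proteasome genes with IL-1β.

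Centred without scaling, the variance share was 47.8% and the distance with TGFβ was 43.5 (two-sided exact permutation test, p = 0.0571), and with the 500 most variable genes the share was 69.2%. With the correlation among genes estimated from the data, proteasome genes did not pass, with unadjusted camera p-values of 0.464 in CTRL, 0.129 with bFGF and 0.518 with TNFα. With separate control libraries, the correlation between IL-1β and TNFα was 0.60. Genes induced by at least 2 on the log2 scale had median differences of −0.07 (TGFβ), −1.52 (IL-1β), −2.04 (TNFα) and −0.61 (bFGF), with 8, 84 and 178 negative interactions for TGFβ, IL-1β and TNFα. Chosen and measured on separate replicate numbers, the median difference was 0.03 for TGFβ, a reversal, and −0.80 for IL-1β, and for bFGF it lay between −0.37 and −0.36 for the 3 of 6 choices of replicate numbers that gave any genes.

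Leaving out each replicate number in turn gave 2324 to 5893 genes for IL-1β, 2645 to 5917 for TNFα and 332 to 4595 for bFGF in LacZ, with 1245 to 3646 shared by IL-1β and TNFα and a correlation of 0.69 to 0.70. In iCre fibroblasts it gave 1727 to 4566 for IL-1β, 3519 to 6404 for TNFα and 0 to 3193 for bFGF. For iCre against LacZ it gave 0 to 701 in CTRL, 0 to 253 with bFGF, 506 to 3158 with TGFβ, 1558 to 4191 with IL-1β and 3276 to 6837 with TNFα. With TGFβ, 16 genes were higher and 490 lower without replicate 3, and 21 and 605 without replicate 4. Interactions ranged from 323 to 1329 (TGFβ), 597 to 1728 (IL-1β), 1360 to 3888 (TNFα) and 0 to 1 (bFGF). Among induced genes, median differences ranged from −0.03 to 0.02 (TGFβ), −0.92 to −0.81 (IL-1β) and −0.53 to −0.27 (bFGF), and negative interactions from 19 to 94 (TGFβ), 69 to 257 (IL-1β), 170 to 385 (TNFα) and 0 to 1 (bFGF). The families ranged from 3 to 8 *Ccl* and 2 to 5 *Mmp* genes for IL-1β, 0 to 4 *Mmp* genes for TNFα and 3 to 5 *Tlr* genes.

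Unadjusted camera p-values for proteasome genes ranged from 0.0002 to 0.0603 in CTRL, 0.0285 to 0.851 with TGFβ, 0.0125 to 0.195 with IL-1β and 0.00566 to 0.0986 with TNFα over these fits, and phospholipase p-values from 0.0379 to 0.373 with bFGF and from 0.538 to 0.77 with TNFα, where the direction of the phospholipase set reversed without replicate 2. The variance share ranged from 43.5% to 44.7%, and distances from 91 to 110 (TGFβ), 110 to 134 (IL-1β) and 156 to 184 (TNFα), where 3 libraries against 3 cannot go below an exact permutation p of 0.1. Log2 fold changes between iCre and LacZ changed sign for *Meox1* with TGFβ (−0.50 to 0.16), *Csf2* with TNFα (−0.55 to 0.77) and *Mmp9* with IL-1β (−0.05 to 0.52), and none of these passed. The value of *Ptgs2* with IL-1β, whose range is given with its main result, also took both signs. Of 548 values of named genes over these fits, 476 were the same in direction and call, 55 no longer passed, 13 passed in addition and 4 reversed. Few counts limit *Csf2* and the *Nos2* interaction.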

Differences from the paper's values

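The corrections for GC content were chosen only after the values were seen. Between iCre and LacZ fibroblasts with TGFβ, 2111 genes passed, against the paper's approximate value of 4000. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were DESeq2 (3788), filterByExpr (2901), leaving out replicate 2 (3158), the replicate block (5238) and all 40 libraries in a single fit (3571). The others were not: RLE normalization (2155), no filter (2074), leaving out replicate 1 (1187), 3 (506) or 4 (626), the covariate for library numbers (2274), protein-coding genes only (2461) and a log2 fold change of at least 1 (403).

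In CTRL, 19 genes passed, against the paper's value of about 1100 in Fig. 5b, read by eye. DESeq2 closed this gap (1346). RLE normalization (19), filterByExpr (46), no filter (39), leaving out replicate 1 (23), 2 (701), 3 (0) or 4 (0), the replicate block (3655), the covariate for library numbers (161), all 40 libraries in a single fit (406), protein-coding genes only (34) and a log2 fold change of at least 1 (10) did not. At an unadjusted p-value of 0.05 the count was 3538 in the main comparison.

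With bFGF, 0 genes passed (2585 at an unadjusted p-value of 0.05), against the paper's value of about 1200 in Fig. 5b, read by eye, and none of the alternatives set before the data were examined closed the gap. They gave 481 with DESeq2, 453 with all 40 libraries in a single fit, 253 without replicate 2, 3492 with the replicate block, 2 without a filter, and 0 with RLE normalization, filterByExpr, the covariate for library numbers, protein-coding genes, a log2 fold change of at least 1 and without replicate 1, 3 or 4.

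Fig. 5c marks changes between iCre and LacZ fibroblasts that did not pass with edgeR's quasi-likelihood test. They are those of *Il6* with TGFβ (log2 fold change −1.47, adjusted p = 0.0722), which passed with DESeq2 (0.0059), the replicate block (5.85e-08), all 40 libraries in a single fit, without replicate 2 and with the block and GC correction. *Mmp3* with TNFα (log2 fold change −1.08, adjusted p = 0.166) passed with the replicate block (0.024), all 40 libraries, without replicate 2 and with the block and GC correction. *Ptgs2* with TNFα (log2 fold change 1.61, adjusted p = 0.12) passed with the replicate block (0.000726), the covariate for library numbers, all 40 libraries, without replicate 2 and with the block and GC correction. *Aebp1* with TNFα (log2 fold change 0.40, adjusted p = 0.0674) passed with DESeq2 (0.0389), all 40 libraries and without replicate 2. *Postn* with TNFα (log2 fold change −2.08, adjusted p = 0.0507) passed with the replicate block (0.00198), RLE normalization, filterByExpr, no filter, the covariate, all 40 libraries, without replicate 1 or 2 and with the block and GC correction. *Ccl12* with TNFα (log2 fold change −3.07, adjusted p = 0.0517) passed with DESeq2 (0.01), the replicate block, filterByExpr, no filter, the covariate, all 40 libraries and without replicate 1 or 2.

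Fig. 5c also marks ligand effects in LacZ fibroblasts that did not pass. *Ptgs2* with TNFα (log2 fold change 1.93, adjusted p = 0.0602) passed with DESeq2 (0.0288), the replicate block, the covariate, all 40 libraries, without replicate 2 and with the block and GC correction. *Cxcl10* with IL-1β (log2 fold change 2.66, adjusted p = 0.0844) passed with the replicate block (9.66e-20), the covariate, all 40 libraries, without replicate 1 and with the block and GC correction. The text lists *Csf2* among genes under the control of TAK1, whereas its log2 fold change between iCre and LacZ was −0.61 with IL-1β (adjusted p = 0.584) and 0.18 with TNFα (adjusted p = 0.902), and it did not pass under any setting that gave a value (filterByExpr gave none with TNFα). The LacZ libraries with IL-1β held only 5 to 45 *Csf2* counts, so these tests cannot rule out control by TAK1. The paper also reports secreted GM-CSF, the product of *Csf2*, among factors raised by IL-1β. TAK1 deletion inhibited nearly all of those factors.

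Changes that Fig. 5c leaves unmarked had adjusted p-values under 0.01 from edgeR's quasi-likelihood test. *Postn* was lower in iCre than in LacZ fibroblasts with TGFβ (log2 fold change −1.04, adjusted p = 0.00126), and did not pass with all 40 libraries in a single fit or, among settings chosen after seeing the values, with the correction for GC content, alone (0.47) or with the replicate block (0.0884). The paper states that myofibroblast-related profibrotic genes were not significantly changed by TAK1 deletion. In LacZ fibroblasts these were *Fap* with TGFβ (log2 fold change −1.45, adjusted p = 0.00287, not passing with all 40 libraries in a single fit) and TNFα (log2 fold change −1.89, adjusted p = 0.00279), *Mmp3* with TGFβ (log2 fold change −1.04, adjusted p = 0.00709) and *Ptges* with TGFβ (log2 fold change −1.32, adjusted p = 0.00863) and IL-1β (log2 fold change 1.42, adjusted p = 0.00238).

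Other changes that Fig. 5c marks passed the threshold of 0.05 but not that of 0.01 used for its marks. In iCre against LacZ fibroblasts with IL-1β these were *Col1a1*, *Thbs1*, *Il11* and *Lix1*, with adjusted p-values from edgeR between 0.0106 and 0.0489. Among ligand effects in LacZ fibroblasts they were *Col1a1* and *Pla2g2e* with IL-1β, *Il18*, *Lix1*, *Pla2g12a* and *Pla2r1* with TGFβ and *Ptgds* with TNFα, with adjusted p-values between 0.0112 and 0.0367.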

Other observations

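The tests of library number range, of transcript length and of macrophages were chosen only after the results were seen.

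In the 12 iCre libraries with TGFβ, IL-1β or TNFα, GC-rich transcripts were higher and GC-poor ones lower than in the other 28 libraries. The difference in slope between iCre and LacZ was 0.43 with TGFβ, 0.39 with IL-1β and 0.40 with TNFα per 10% GC, against 0.0489 in CTRL and 0.0619 with bFGF (two-sided exact permutation test, p = 0.0286 in each treatment, the smallest that 4 libraries against 4 allow). The slope was as steep in genes that are not protein-coding, with a lowest ratio of 1.04, which is consistent with an origin in library preparation or sequencing. Total counts of 12 of the 12 libraries lay within the range of the other 28, so depth does not explain the pattern. Transcript length did not account for it either, with a ratio of 0.90 once length was in the model, nor did abundant genes, with a ratio of 1.00 without them. The pattern appeared in both ranges of library numbers, with a largest ratio of 1.27 between replicate 1 and the others. These 12 libraries hold the last positions in the order of the table's columns, so that order and condition cannot be told apart, and an effect of TAK1 deletion under these ligands remains possible.

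The 7 mitochondrial genes had median log2 fold changes of −1.16 with TGFβ, −1.10 with IL-1β and −1.23 with TNFα between iCre and LacZ fibroblasts. Once corrected for GC content, at most 0.47 of these medians was left, so that GC content may account for much of the difference.

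Proteasome genes passed camera's test in 3 treatments with the replicate block, and in 3 of those 3 the same way after correction for GC content. In CTRL and with bFGF the correction hardly moved the medians, from −0.09 to −0.10 and from −0.21 to −0.20, so that the test bears on TNFα alone. There the median went from 0.27 to 0.18 and the set still passed (adjusted p = 0.00402 from limma's camera), so that GC content does not account for all of its rank. With IL-1β the correction changed the call of the set (adjusted p = 0.0763 with the block and 0.0177 with both). The 20 targets of p53 were tested as a sign of DNA damage from the recombinase. As a set they were not distinguishable from other genes in CTRL (unadjusted p-value 0.898 from limma's camera). With the replicate block, 4 of them were higher and 5 lower there in the gene-wise edgeR test, and 4 and 4 with the GC correction added. A rank test of a set with changes in both directions cannot show that its genes were unchanged. The p53 set ranked lower with TNFα with the block and GC correction (adjusted p = 0.0359 over 5 treatments, median log2 fold change −0.23). The 14 targets of ERK ranked higher in iCre fibroblasts with IL-1β and TNFα, with a largest unadjusted camera p-value of 0.00296 over the fits without and with the replicate block and with the GC correction added. Medians were 0.49 and 1.05 on the log2 scale. This may reflect a higher output of ERK without TAK1, but the set also ranked higher in CTRL (adjusted p = 5.25e-08 from limma's camera), and with the correlation among genes estimated from the data it did not pass with IL-1β (adjusted p = 0.2) or TNFα (adjusted p = 0.176).

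The choice of genes on the same libraries does not explain the lower induction by IL-1β in iCre fibroblasts, since the median difference was −0.80 on the other replicate numbers. The correction for GC content hardly moved this median, from −0.87 with the block to −0.86 with both. The median log2 fold change of the 4 macrophage markers between iCre and LacZ fibroblasts was negative in each treatment. It was −0.58 with IL-1β, −0.83 in CTRL, −0.69 with bFGF, −0.50 with TGFβ and −0.43 with TNFα. A smaller share of macrophages may therefore account for part of the lower induction by IL-1β, and the data do not tell how much.

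*Nptx1* and *Sema7a* had the largest increases in iCre fibroblasts with TNFα among genes that passed with a mean of at least 1 CPM and no overlap between groups, 8.28 and 7.28 on the log2 scale. *Vegfa* transcripts with TGFβ differed by 0.34 between iCre and LacZ fibroblasts (adjusted p = 0.259 from edgeR's quasi-likelihood test, and 0.021 with the replicate block), and of the other alternatives it passed only without replicate 2. *Lix1*, which Fig. 5c lists among inflammatory genes, was at 0.634 ± 0.278 CPM (SD, n = 4) in LacZ fibroblasts with IL-1β, and *Cxcl5*, which encodes the chemokine LIX, was at 3450 ± 506 CPM. The Y-linked *Ddx3y* was between 50 and 169 CPM over the 40 libraries and *Xist* at most at 0.551 CPM.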
